# Assessment of Chitosan-Affected Metabolic Response by Peroxisome Proliferator-Activated Receptor Bioluminescent Imaging-Guided Transcriptomic Analysis

**DOI:** 10.1371/journal.pone.0034969

**Published:** 2012-04-04

**Authors:** Chia-Hung Kao, Chien-Yun Hsiang, Tin-Yun Ho

## Abstract

Chitosan has been widely used in food industry as a weight-loss aid and a cholesterol-lowering agent. Previous studies have shown that chitosan affects metabolic responses and contributes to anti-diabetic, hypocholesteremic, and blood glucose-lowering effects; however, the *in vivo* targeting sites and mechanisms of chitosan remain to be clarified. In this study, we constructed transgenic mice, which carried the luciferase genes driven by peroxisome proliferator-activated receptor (PPAR), a key regulator of fatty acid and glucose metabolism. Bioluminescent imaging of PPAR transgenic mice was applied to report the organs that chitosan acted on, and gene expression profiles of chitosan-targeted organs were further analyzed to elucidate the mechanisms of chitosan. Bioluminescent imaging showed that constitutive PPAR activities were detected in brain and gastrointestinal tract. Administration of chitosan significantly activated the PPAR activities in brain and stomach. Microarray analysis of brain and stomach showed that several pathways involved in lipid and glucose metabolism were regulated by chitosan. Moreover, the expression levels of metabolism-associated genes like apolipoprotein B (apoB) and ghrelin genes were down-regulated by chitosan. In conclusion, these findings suggested the feasibility of PPAR bioluminescent imaging-guided transcriptomic analysis on the evaluation of chitosan-affected metabolic responses *in vivo*. Moreover, we newly identified that downregulated expression of apoB and ghrelin genes were novel mechanisms for chitosan-affected metabolic responses *in vivo*.

## Introduction

Chitosan is a polysaccharide comprising copolymers of glucosamine and *N*-acetylglucosamine. Chitosan has been used as a dietary supplement for decreasing the body weight and lowering the cholesterol level [1]. It is a food additive and can be used as a flocculant and chelating agent for the clarification of beverages [2]. It is also a biodegradable carbohydrate polymer that has been widely used in the tissue engineering, wound healing, biosensers, and drug release [3]–[8]. Previous reports showed that chitosan exhibits anti-diabetic, hypocholesteromic, and blood glucose-lowering effects [9]–[11]. *In vitro* studies also suggested that chitosan inhibits adipogenesis and differentiation of adipocytes [12], [13]. However, the host response to chitosan and the target organs chitosan acted on remain to be clarified.

Peroxisome proliferator-activated receptors (PPARs) are members of the nuclear hormone receptor superfamily. PPAR heterodimerizes the retinoid X receptors and binds to the PPAR responsive element (PPRE) in the promoter region of target genes [14], [15]. So far, three receptor subtypes have been characterized and designated as PPARα, PPARγ, and PPAR-β/δ. PPAR subtypes have distinct tissue localization and physiological activities. PPARα is expressed in brain and liver. It is a central regulator of fatty acid catabolism and glucose metabolism [16]. PPARγ is predominately expressed in adipose tissue, immune system, and gastrointestinal tract. It is the master regulator of adipogenesis, adipocyte and gut epithelial differentiation, lipid storage, and glucose homeostasis [17]. PPAR-β/δ is ubiquitously expressed and plays an important role in regulating energy homeostasis and lipoprotein catabolism [18]. These findings indicate that PPARs are key regulators of lipid and glucose metabolism [19], [20].

We have previously applied nuclear factor-κB bioluminescent imaging-guided transcriptomic analysis to assess host responses to biomaterials, ionizing radiation, and chemotherapy drug *in vivo* [21]–[23]. In this study, we applied PPAR bioluminescent imaging to evaluate the chitosan-affected metabolic responses. Microarray analysis of chitosan-targeted organs was further applied to globally elucidate gene expression profiles of chitosan and to find the novel mechanisms of chitosan. Our data showed that chitosan activated PPAR activities in brain and stomach. Additionally, chitosan regulated several pathways involved in lipid and glucose metabolism, which was in agreement with the well-known hypocholesterolemic and hypoglycemic effects of chitosan.

## Materials and Methods

### Plasmid construction

The 148-bp *Eco*RI/*Xho*I fragment containing the herpes simplex virus *thymidine kinase* (*tk*) promoter from pTKβ (Clontech, Mountain View, CA, USA) was ligated into the *Eco*RI/*Xho*I sites of the pBluescript® II KS (-) vector (Stratagene, La Jolla, CA, USA) to generate pBKS-P*tk*. Two oligonucleotides, PPRE sense (5′-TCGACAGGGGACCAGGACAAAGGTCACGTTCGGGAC-3′) and PPRE antisense (5′-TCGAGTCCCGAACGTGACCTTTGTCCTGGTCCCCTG-3′) containing the PPRE sequence of the acyl-CoA oxidase gene and carrying the *Sal*I and *Xho*I restriction sites at the ends, were annealed and ligated to form two (72 bp), three (108 bp), four (144 bp), five (180 bp), six (216 bp), seven (252 bp), and eight (288 bp) tandem repeats of PPRE. The PPRE tandem repeats were then filled in and inserted into the blunted *Xba*I site of the pBKS-P*tk* vector to generate pBKS-PPRE2x-P*tk*, pBKS-PPRE3x-P*tk*, pBKS-PPRE4x-P*tk*, pBKS-PPRE5x-P*tk*, pBKS-PPRE6x-P*tk*, pBKS-PPRE7x-P*tk*, and pBKS-PPRE8x-P*tk*. The *Sma*I/*Bgl*II fragments containing the *tk* promoter and/or PPRE repeats from aforementioned constructs were then subcloned into the *Sma*I/*Bgl*II sites of the pGL2-Basic vector (Promega, Madison, WI, USA) to generate pGL-PPRE0x-P*tk*, pGL-PPRE2x-P*tk*, pGL-PPRE3x-P*tk*, pGL-PPRE4x-P*tk*, pGL-PPRE5x-P*tk*, pGL-PPRE6x-P*tk*, pGL-PPRE7x-P*tk*, and pGL-PPRE8x-P*tk* (Figure 1(A)).

**Figure 1:**
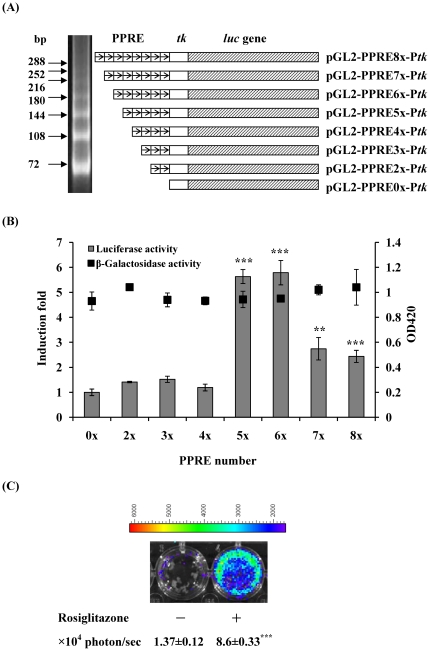
Construction and optimization of PPRE reporter constructs. (A) The schematic diagram of PPRE reporter constructs. Two PPRE oligonucleotides were annealed and ligated to form various tandem repeats of PPRE. The resulting products were analyzed by 8% polyacrylamide gels (left panel). Eight reporter constructs containing various numbers of PPREs were shown on the right. (B) Effect of rosiglitazone on the inducibility of PPRE reporter constructs. HepG2 cells were transiently transfected with PPRE constructs and pcDNA3.1/lacZ DNA, and treated without or with 0.5 µM rosiglitazone. Luciferase and β-galactosidase activities were determined 24 hours later. Luciferase activities are expressed as induction fold, which is presented as comparison with RLU related to untreated cells. β-Galactosidase activities are expressed as OD420. Values are mean ± standard error of three independent assays. **p<0.01, ***p<0.001, compared with untreated cells. (C) *In vitro* imaging. HepG2 cells were transiently transfected with PPRE constructs containing 5 tandem repeats of PPRE and treated without or with 0.5 µM rosiglitazone. Luciferase activity was imaged at 24 h by IVIS system. The color overlay on the image represents the photon/sec emitted from the cells, as indicated by the color scale. Quantification of photon emission from the cells was shown at the bottom. Values are mean ± standard error of three independent assays. ***p<0.001, compared with mock. Photos are representative images.

### Transfection and reporter assays

Human hepatocellular carcinoma HepG2 cells, which were purchased from Bioresource Collection and Research Center (Hsinchu, Taiwan), were maintained in Dulbecco's modified Eagle's medium (Life Technologies, Gaithersburg, MD, USA) supplemented with 10% fetal bovine serum at 37°C. Cells were transfected with PPRE reporter constructs and pcDNA3.1/lacZ DNA (Invitrogen, Carlsbad, CA, USA) by SuperFect® transfection reagent (Qiagen, Valencia, CA, USA). Twenty-four hours later, transfected cells were treated with 0.5 µM rosiglitazone maleate (Alexis, San Diego, CA, USA). Luciferase assay and β-galactosidase assay were performed as described previously [24], [25]. Induction fold was calculated by dividing the relative luciferase unit (RLU) of rosiglitazone-treated cells by the RLU of untreated cells.

### Generation of transgenic mice

Plasmid DNA pGL-PPRE5x-P*tk* was linearized with *Not*I and *Sal*I to generate a 3.1-kb fragment of PPRE transgene for the generation of transgenic mice following pronuclear microinjection of FVB oocytes. Of 18 offspring (F0), six tested positive for PPRE transgene by polymerase chain reaction (PCR) genotyping (primer-P 5′-AACTGCATAAGGCTATGAAGAGATACGCCC-3′ and primer-M 5′-TTAAAACCGGGAGGTAGATGAGATGTGACG-3′). All transgenic mice were crossed with wild-type F1 mice to yield PPRE heterozygous mice with the FVB genetic background.

### Animal experiments

Male transgenic mice (6 to 8 weeks old) were maintained in the room with a 12-h day/12-h night cycle and fed with standard diet *ad libitum*. Mice (*n*=6/group) were subcutaneously injected saline or 0.2 g/kg chitosan. Chitosan oligosaccharide lactate (MW=4000–6000, >90% deacetylation) was purchased from Sigma-Aldrich (St. Louis, MO, USA) and dissolved in DDW. For rosiglitazone treatment, six mice were orally administered 50 mg/kg rosiglitazone. Mice were then imaged for the luciferase activity or sacrificed for microarray analysis at indicated periods.

Mouse experiments were conducted under ethics approval from the China Medical University Animal Ethics Committee (permit number 97-28-N).

### *In vivo* and *ex vivo* imaging of luciferase activity

*In vivo* and *ex vivo* imaging of luciferase activity was performed as described previously [24], [26]. For *in vivo* imaging, mice were anesthetized with isoflurane and injected intraperitoneally 150 mg/kg d-luciferin. Five minutes later, mice were placed in the chamber and imaged for 1 min with the camera set at the highest sensitivity by IVIS Imaging System® 200 Series (Xenogen, Hopkinton, MA, USA). Photons emitted from tissues were quantified using Living Image® software (Xenogen). Signal intensity was quantified as the sum of all detected photon counts from mice and presented as photon/sec. For *ex vivo* imaging, mice were anesthetized and injected with luciferase intraperitoneally. Five minutes later, mice were sacrificed and tissues were rapidly removed. Tissues were placed in the IVIS system and imaged with the same setting used for *in vivo* studies. Signal intensity was quantified as the sum of all detected photon counts per second within the region of interest after subtracting the background luminescence and presented as photon/sec/cm^2^/steradian (photon/sec/cm^2^/sr).

### Microarray analysis

Total RNAs were extracted from brain and stomach as described previously [25]. The RNA sample with a RNA integrity number greater than 7.0 was accepted for microarray analysis.

Microarray analysis was performed as described previously [25]. Briefly, fluorescence-labeled RNA targets were prepared from 5 µg of total RNA using MessageAmp™ aRNA kit (Ambion, Austin, TX, USA) and Cy5 dye (Amersham Pharmacia, Piscataway, NJ, USA). Fluorescent targets were hybridized to the Mouse Whole Genome OneArray™ (Phalanx Biotech Group, Hsinchu, Taiwan) and scanned by an Axon 4000 scanner (Molecular Devices, Sunnyvale, CA, USA). Three replicates from three independent mice were performed. The Cy5 fluorescent intensity of each spot was analyzed by genepix 4.1 software (Molecular Devices). The signal intensity of each spot was corrected by subtracting background signals in the surrounding. We filtered out spots that signal-to-noise ratio was less than 0 or control probes. Spots that passed these criteria were normalized by the R program in the limma package (http://www.r-project.org/). Genes with fold changes ≥2.0 or ≤−2.0 were analyzed by Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway (http://www.genome.ad.jp/kegg/), which is a knowledge base linking a set of genes with a network of interacting molecules in the cells [27]. We used the WebGestalt tool to test significant KEGG pathways. Microarray data are MIAME compliant and the raw data have been deposited in a MIAME compliant database (Gene Expression Omnibus, accession number GSE33565).

### Quantitative real-time PCR (qPCR)

The expression levels of ghrelin, apolipoprotein B (apoB), exportin 4 (xpo4), peptidyl-prolyl *cis*/*trans* isomerase NIMA-interacting 1 (pin1), preproenkephalin 1 (penk1), and peroxiredoxin 2 (prdx2) genes were validated by qPCR. RNA samples were reverse-transcribed for 2 h at 37°C with High Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Foster City, CA, USA). qPCR was performed by using 1 µl of cDNA, 2× SYBR Green PCR Master Mix (Applied Biosystems), and 200 nM of forward and reverse primers. The reaction condition was followed: 10 min at 95°C, and 40 cycles of 15 sec at 95°C, 1 min at 60°C. Each assay was run on an Applied Biosystems 7300 Real-Time PCR system in triplicates. Fold changes were calculated using the comparative C_T_ method. The primer set for each gene is followed: ghrelin forward, 5′-GCTGGAGATCAGGTTCAATGC-3′; ghrelin reverse, 5′-GTCCGTGGTTACTTGTCAGC-3′; apoB forward, 5′-TCTGCCTCTTACTACCCACTG-3′; apoB reverse, 5′-TGTCAACCAAAGACTTGTCCTC-3′; xpo4 forwards, 5′-AGATACCGCAGCTTCCTGAG-3′; xpo4 reverse, 5′- GTGGTCATCTCCGTGTTGTG-3′; pin1 forward, 5′-ATGGCGGACGAGGAGAAG-3′; pin1 reverse, 5′- CGAGACTGGCTGTGCTTC-3′; penk1 forward, 5′-CTTGGGTCCTGCCTCCTG-3′; penk1 reverse, 5′-GCAAGTGGCTCTCATCCTG-3′; prdx2 forward, 5′-CGACCATGCTGAGGACTTC-3′; prdx2 reverse, 5′- TCAACACGCCGTAATTCTGG-3′; glyceraldehyde-3-phosphate dehydrogenase (GAPDH) forward, 5′-ACACCCACTCCTCCACCTTT-3′; GAPDH reverse, 5′-TAGCCAAATTCGTTGTCATACC-3′.

### Statistical analysis

Data were presented as mean ± standard error. Student's *t*-test was used for comparisons between two experiments. A value of *p*<0.05 was considered statistically significant.

## Results

### Optimization of PPRE reporter constructs

Multiple tandem repeats of PPRE were constructed and cloned upstream the *tk* promoter. The resulting PPRE-*tk* constructs were then inserted upstream the luciferase gene and droven the expression of luciferase gene (Figure 1(A)). To test which report constructs were significantly induced by rosiglitazone (a PPARγ agonist), we transiently transfected HepG2 cells with various reporter constructs and treated cells with rosiglitazone. As shown in Figure 1(B), rosiglitazone significantly induced the luciferase activity driven by five, six, seven, or eight tandem repeats of PPRE. The maximal induction was observed in HepG2 cells transfected with five or six tandem repeats of PPRE construct. The β-galactosidase activities were consistent, suggesting that the transfection efficacies were similar in various reporter constructs. Moreover, *in vitro* imaging showed that bioluminescent signal was significantly induced by rosiglitazone in pGL-PPRE5x-P*tk*-transfected HepG2 cells (Figure 1(C)). Ciani et al. constructed the luciferase reporter plasmids containing one, two, three, and five tandem repeats of PPRE, and found that the induced luciferase activity is directly proportional to the number of PPREs present in the promoter region [28]. However, the maximal induction of luciferase activity was observed in HepG2 cells transfected with five or six tandem repeats of PPRE construct in this study. Therefore, we selected the construct containing five tandem repeats of PPRE for further experiment, and these findings suggested that induced luciferase activity might not be proportional to the number of PPREs.

### Characterization of PPRE transgenic mice

Plasmid DNA pGL-PPRE5x-P*tk* was selected for the generation of transgenic mice following pronuclear microinjection of FVB oocytes. Because the transgene contained a luciferase gene driven by PPRE, the luciferase activity reflected the PPAR *trans*-activity.

To monitor the constitutive and induced PPAR activity, transgenic mice were treated without or with rosiglitazone and imaged 6 hours later. As shown in Figure 2(A), the diffuse luminescence was detected throughout the body and the intense signals were emitted in the head and abdominal region. Administration of rosiglitazone significantly induced the PPAR-dependent luminescent signals in mice. *Ex vivo* imaging showed that the maximal intensity was observed in the brain, moderate luminescent signals were observed in liver and stomach, and slight intensity was observed in heart, lung, spleen, kidney, and intestine (Figure 2(B)). Administration of rosiglitazone increased the PPAR-dependent luminescent intensity in brain and stomach. These data indicated that endogenous PPAR activities were widely present in most organs and the greater endogenous PPAR activities were observed in brain, liver, and stomach. Moreover, rosiglitazone activated the PPAR activities in the brain and stomach, which was consistent with previous studies [28], suggesting that PPRE transgenic mice could be applied to report the PPAR activity *in vivo*.

**Figure 2:**
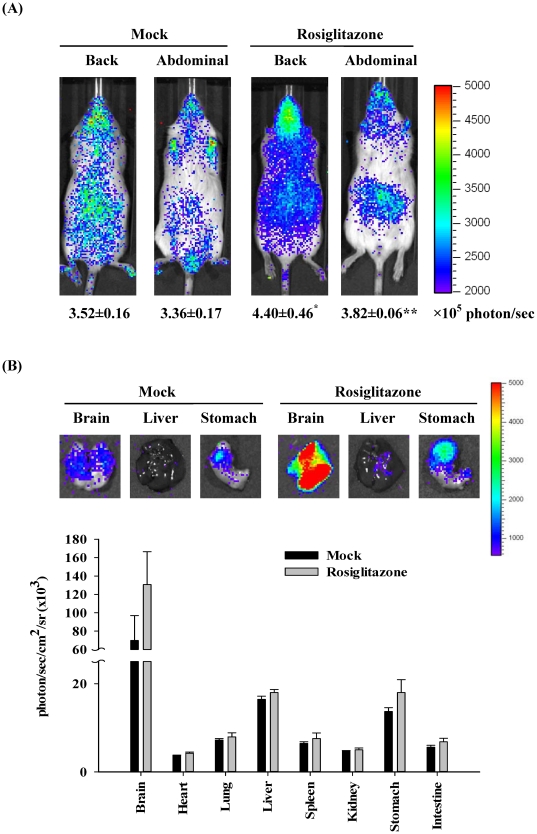
PPAR-dependent bioluminescence in living mice and individual organs. (A) *In vivo* imaging. Transgenic mice were orally administered saline (mock) or 50 mg/kg rosiglitazone and imaged 6 hours later. The color overlay on the image represents the photon/sec emitted from the animals, as indicated by the color scales. Quantification of photon emission from the mice was shown at the bottom. Values are mean ± standard error (*n*=6 per group). *p<0.05, **p<0.01, compared with mock. (B) *Ex vivo* imaging. Transgenic mice were orally administered saline (mock) or 50 mg/kg rosiglitazone. Six hours later, mice were sacrificed and organs were subjected to image. Quantification of photon emission from the organs was shown at the bottom. Values are mean ± standard error (*n*=6 per group). Photos are representative images.

### Assessment of PPAR-driven luminescent signal after chitosan administration by bioluminescent imaging

Previous studies have shown that chitosan activates the PPAR activity in adipocytes [13]. We further analyzed the *in vivo* PPAR activity after chitosan administration and the targeted organs that chitosan acted on by bioluminescent imaging. Figure 3(A) shows that chitosan gradually increased the luminescence intensity, reached a maximal intensity on 3 d, and gradually decreased the luminescent signals. We further sacrificed mice on 3 d after administration, and *ex vivo* imaging showed that chitosan significantly induced PPAR-dependent bioluminescent signals in brain (1.75 fold) and stomach (2.54 fold) (Figure 3(B)). These findings indicated that administration of chitosan activated PPAR activities in brain and stomach.

**Figure 3:**
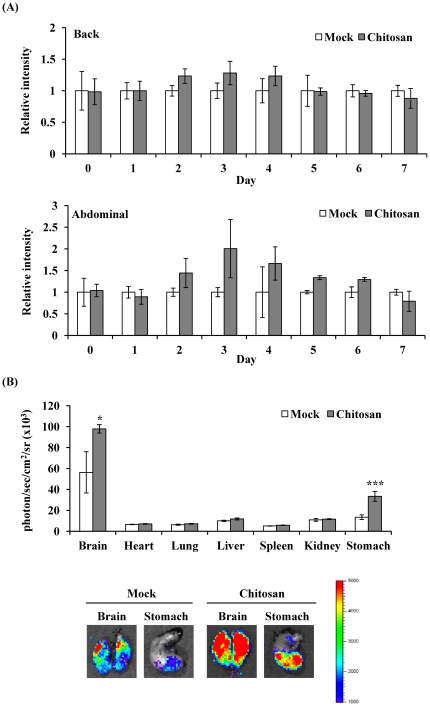
PPAR-dependent bioluminescence in living mice and individual organs after chitosan administration. (A) Time course. Transgenic mice were subcutaneously injected saline (mock) or chitosan, and images at indicated periods. Results are expressed as relative intensity, which is presented as comparison with the luminescent intensity relative to mock. Values are mean ± standard error (*n*=6 per group). (B) *Ex vivo* imaging and quantification of photon emission from individual organs. Transgenic mice were subcutaneously injected saline (mock) or chitosan, and sacrificed 3 days later for organ imaging. Values are mean ± standard error (*n*=6 per group). *p<0.05, ***p<0.001, compared with mock. The color overlay on the image represents the photon/sec emitted from the organs, as indicated by the color scale. Photos are representative images.

### Assessment of chitosan-regulated genes in the brain and stomach by transcriptomic analysis

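RNA from the brain and the stomach of PPRE transgenic mice was hybridized to 12 arrays, with 3 mock and 3 chitosan arrays for each organ. Mock mice received saline and chitosan mice received 0.2 g/kg chitosan subcutaneously, and organs were taken on day 3. Whether the brain and stomach RNAs came from the same mice is not given in the sources used here. Each array reports 29922 probes, of which 21020 carry 1 gene symbol and 8902 carry none, and the named probes represent 16675 symbols. The values are Cy5 intensities on a linear scale. The authors subtracted the local background, removed control probes and spots with a signal-to-noise ratio under 0, and normalized the rest with limma, whose normalization method and version the paper's text does not name. No value was missing. The highest intensity was 28367.2 on every array, the median lay between 47 and 47.8, and the lowest between 34.3 and 35.3. Between 9.52% and 10.6% of the probes on each array lay above 2 times its lowest intensity, so that an intensity near 47 is close to the background. The number of distinct intensities was 308 to 382 on the mock brain arrays, 447 to 947 on the chitosan brain arrays, 579 to 884 on the mock stomach arrays and 268 to 651 on the chitosan stomach arrays. Intensities were taken to log2, and chitosan was compared with mock within each organ by limma with an intensity trend, adjusted over all probes by Benjamini-Hochberg. A second limma model took all 12 arrays as 4 groups that share 1 estimate of the spread. For gene lists, each gene was represented by its brightest probe, and 46 lists were tested with camera in limma at an inter-gene correlation of 0.01 and again with an estimated correlation. The lists, the tests, the rule for naming genes and the main alternatives were set before the data were examined. The number of arrays limits the precision, because 3 arrays against 3 cannot give an exact permutation p below 0.1. Intensities are given below as mean ± SD of 3 arrays, and log2 fold changes are chitosan over mock with their standard error (SE). Beside the median of a gene list, SE is instead the SD over the genes divided by the square root of their number. It treats the genes as independent and does not measure the spread between mice.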

In order to understand the chitosan-induced biological events in brain and stomach, we extracted RNA samples from brain and stomach on 3 d and performed microarray analysis. In a total of 29,922 genes, the transcripts of 154 and 143 genes in the stomach and brain, respectively, passed the aforementioned criteria (Table S1 and Table S2) and selected for KEGG classification. 

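In the stomach, falls outnumbered rises among the probes that differed 2-fold between chitosan and mock mice: 118 were lower and 38 higher with chitosan. In the brain, 62 probes were higher and 48 lower. This balance depends on the definition of the fold change, as the mean of the ratios of same-numbered arrays gave 68 lower and 69 higher in the stomach and 127 higher and 16 lower in the brain. The 156 stomach probes represent 131 named genes, and the 110 brain probes represent 85. Clps, which encodes the colipase that assists pancreatic lipase, had an intensity of 18941 ± 1965 (SD, n = 3) in the mock stomach and 4331 ± 1599 (SD, n = 3) in the chitosan stomach. Zmynd19, which encodes a zinc finger protein, had 94.0 ± 5.77 in the mock stomach and 344 ± 57.2 in the chitosan stomach. In the brain, Nnat, which encodes the proteolipid neuronatin, had 97.6 ± 13.4 in mock mice and 313 ± 37.2 with chitosan. Trh, the precursor of thyrotropin-releasing hormone, had 40.0 ± 0.509 in the mock brain and 65.9 ± 8.48 in the chitosan brain, and Lass2, a ceramide synthase gene, had 42.6 ± 0.555 and 81.4 ± 2.59. The log2 fold change of Lass2 was 0.93 (SE 0.07), and its adjusted p of 0.058 was the smallest in the brain, while a second, brighter probe of Lass2 had means of 171.7 and 186.4.
Both organs shared 14 probes at 2-fold. Of these, 10 were lower in the chitosan brain and higher in the chitosan stomach; as probes that move together are not independent, no expected number is given. They include Spag9, a scaffold of JNK signaling, whose mean intensity was 1052 in the mock brain, 174 in the chitosan brain, 146 in the mock stomach and 579 in the chitosan stomach. The motor protein gene Kif2a had means of 309, 82.7, 72.1 and 292 in the same order. Cox7a1 and Mmab were lower in both organs, and Mlf2 and Ywhab were higher in the brain and lower in the stomach. These genes were named after their values were seen. Single arrays carry the values of Cox7a1, Mmab and Ywhab. Mmab had 8985 on mock brain array 3 and 738 on mock stomach array 1. Cox7a1 had 594 on mock brain array 3 and 161 on mock stomach array 2. Ywhab had 705 on chitosan brain array 3 and 9824 on mock stomach array 1. In each case the next brightest array of the organ had 41 to 95.1.
With limma, 0 of 29922 probes passed an adjusted p of 0.05 in either organ. At an unadjusted p under 0.05 there were 1945 probes in the brain and 1571 in the stomach, where 1496.1 are expected by chance. The methods' t-test called 0 probes in the brain and 3, all lower, in the stomach. With all 12 arrays in 1 model, 3 probes were called in the brain, those of Gng4, Kcnd2 and a probe without a symbol, all higher, and 95 in the stomach, of which 87 were lower and 8 higher. Left-out arrays moved these counts: the brain had 179 probes at 2-fold without chitosan brain array 2 and 221 probes called by limma without chitosan brain array 3, and the stomach had 242 probes at 2-fold without chitosan stomach array 3 and 249 without mock stomach array 2. A count chosen after seeing the data, of probes that stayed at 2-fold whichever array was left out, gave 19 in the brain and 59 in the stomach.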

Tables 1 and 2 show the pathways significantly regulated by chitosan in the stomach and brain, respectively. 

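Of the gene groups tested in the stomach, markers of the gastric glands fell and markers of smooth muscle rose with chitosan. Markers of mucous cells, which secrete the mucus that protects the stomach wall, were lower for 24 of 25 genes (median log2 fold change -0.26, adjusted p = 1.7e-17). The list of chief cells, which secrete pepsinogen, was lower for 11 of 14 genes (median -0.09, adjusted p = 4.9e-08), and that of parietal cells, which secrete acid, for 15 of 26 (median -0.02, adjusted p = 0.0046). Smooth muscle markers were higher for 18 of 22 genes (median 0.44, adjusted p = 0.0068). Each of these lists had adjusted p = 0.18 with an estimated correlation. Among members well above background, the median log2 fold change was -2.19 (SE 0.44) over 5 chief cell genes, -1.05 (SE 0.29) over 11 mucous cell genes, -0.31 (SE 0.30) over 13 parietal cell genes and 0.51 (SE 0.13) over 17 smooth muscle genes. It was 0.28 (SE 0.11) over 28 genes of the squamous epithelium of the forestomach, 21 higher and 7 lower, a list that did not pass (adjusted p = 0.675). Agr2 counts as both a mucous and a chief cell marker, and Gif as both a chief and a parietal cell marker.
Pgc, the pepsinogen C of chief cells, had an intensity of 2300 ± 569 (SD, n = 3) in the mock stomach and 243 ± 42.9 (SD, n = 3) with chitosan, a log2 fold change of -3.22 (SE 0.43, adjusted p = 0.125, and 6.6e-04 with all 12 arrays). The trefoil peptide gene Tff2 of mucous neck cells had 1658 ± 442 and 219 ± 91.0 (adjusted p = 0.33, and 0.0031 with all 12 arrays). For Kcne2, a potassium channel subunit needed for acid secretion, the intensities were 246 ± 77.4 and 50.4 ± 5.14. Acta2, the smooth muscle actin, had 4553 ± 530 in mock and 8123 ± 1494 in chitosan stomach (0.82, SE 0.14, adjusted p = 0.27). Limma called 0 members of these lists over all 29922 probes. Adjusted over the list alone, 9 mucous, 4 chief, 5 parietal and 1 smooth muscle genes passed. At an unadjusted p under 0.05, 11 mucous and 5 chief cell genes were lower, 6 parietal cell genes lower and 1 higher, and 6 smooth muscle genes higher and 1 lower, and the model of all 12 arrays called 4, 4 and 5 gland genes as lower and 1 smooth muscle gene as higher.
Of the 46 lists, 12 passed in the stomach and 2 in the brain, and 0 passed in either organ with an estimated correlation. In the brain, markers of the striatum rose, with 14 of 19 genes higher (median 0.11, adjusted p = 0.023), and the olfactory receptors fell, with 469 of 689 genes lower (median -0.02, adjusted p = 0.023); both had adjusted p = 0.92 with an estimated correlation. Genes of the interferon response fell in the stomach, where 28 of 45 were lower (median -0.03, adjusted p = 0.031, and adjusted p = 0.18 with an estimated correlation), and had adjusted p = 0.16 in the brain. Among the brain genes at 2-fold, 4 belong to long-term potentiation and depression (Gnas, Calm3 and Nrgn lower, Itpr2 higher), where 0.37 are expected (one-sided Fisher's exact test, p = 5.1e-04, adjusted p = 0.012 over the lists). Without 1 array, the ratio of the linear means came down to 1.85 for Calm3, 1.82 for Nrgn and 0.93 for Itpr2, which had 567 on chitosan brain array 3 and 42.2 to 47.8 on the others, so that only Gnas stayed at 2-fold. By camera, long-term potentiation and depression, Wnt signaling, gap and tight junction and actin cytoskeleton did not pass, with adjusted p from 0.62 to 0.996 in the brain and from 0.53 to 0.91 in the stomach. Without mock stomach array 2, 7 stomach lists passed, and between 0 and 3 brain lists passed when single brain arrays were left out.

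**Figure D1:**
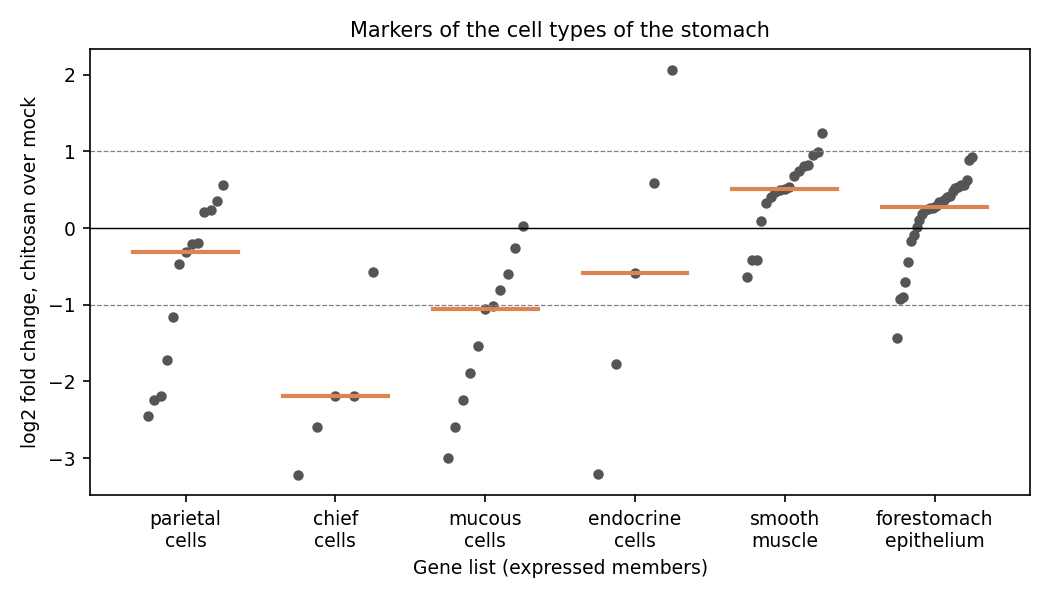
Log2 fold change of chitosan over mock in the stomach (y axis) for the expressed markers of 6 cell types (x axis), 1 point for each gene, with the median as an orange line and dashed lines at 2-fold. The chief cell median lies at -2.19 and the smooth muscle median at 0.51.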

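Genes of oxidative phosphorylation, the mitochondrial pathway that makes ATP, fell as a group in the chitosan stomach. Of 102 measured genes, 70 were lower (median log2 fold change -0.14, camera adjusted p = 1.7e-05, and adjusted p = 0.18 with an estimated correlation). In the brain 56 of the 102 were higher (median 0.01), and the list did not pass (adjusted p = 0.62). Among genes well above background, the median was -0.45 (SE 0.075) over 59 stomach genes and -0.01 (SE 0.051) over 54 brain genes. The difference between the organs was not tested for the list.
Cox7a2, a subunit of cytochrome c oxidase, had an intensity of 233 ± 21.2 (SD, n = 3) in the mock stomach and 81.1 ± 26.7 (SD, n = 3) with chitosan, a log2 fold change of -1.58 (SE 0.37, adjusted p = 0.54, and 0.038 with all 12 arrays). Uqcrfs1, the iron-sulfur subunit of complex III, had 83.5 ± 12.5 and 50.6 ± 8.52 (-0.72, SE 0.16, adjusted p = 0.48). The list also holds Atp4a and Atp4b, the subunits of the proton pump by which parietal cells secrete acid rather than make ATP. Atp4a had 549.7 ± 127 in the mock and 113 ± 59.2 in the chitosan stomach (-2.45, SE 0.62, adjusted p = 0.63, and 0.021 with all 12 arrays). Without this pair the median of the expressed genes was -0.44, and the gland markers that hold Atp4a and Atp4b were lower in the same samples. That median is not of mitochondrial genes alone, as genes of the lysosomal proton pump on the list, such as Atp6v0b and Atp6v1e1, were kept in it. In the stomach 11 genes of the list reached 2-fold, all lower, where 0.78 are expected (one-sided Fisher's exact test, p = 3.3e-10). In the brain 1 did, Cox7a1, where 0.50 are expected (p = 0.39 by the same exact test). Cox7a1 had 594 on mock brain array 3 and 36.7 to 41 on the other brain arrays, and without that array 0 genes of the list reached 2-fold.
Ribosomal protein genes did not pass in either organ: of 24 measured, 13 were lower in the stomach (adjusted p = 0.63) and 13 in the brain (adjusted p = 0.96), and 0 reached 2-fold in either. Rps9, a protein of the small subunit, had 1253 ± 288 in the mock stomach and 2368 ± 821 with chitosan (0.88, SE 0.32, adjusted p = 0.85). GnRH signaling genes were higher for 46 of 73 in the stomach (adjusted p = 0.26) and lower for 39 in the brain, where the test pointed up (adjusted p = 0.91). In the brain 3 of them reached 2-fold, where 0.36 are expected (one-sided Fisher's exact test, p = 0.0054, adjusted p = 0.083 over the lists). These were Gnas, Calm3 and Itpr2, of which only Gnas stayed at 2-fold whichever array was left out. Gnas, the stimulatory G protein subunit of the GnRH list, had 188 ± 86.7 in the mock and 823 ± 496 in the chitosan stomach, and 1057 ± 338 and 229.9 ± 92.2 in the brain. TNF-α signaling genes were higher for 30 of 45 in the stomach (adjusted p = 0.43) and for 21 in the brain (adjusted p = 0.91), and insulin signaling genes for 44 of 75 in the stomach, where the test pointed down (adjusted p = 0.91), and 46 in the brain (adjusted p = 0.62). In the brain 2 insulin signaling genes reached 2-fold, where 0.37 are expected (p = 0.052 by the same exact test, adjusted p = 0.48).
Limma called 0 members of the oxidative phosphorylation list, also when adjusted over the list alone, while 16 were lower and 0 higher in the stomach at an unadjusted p under 0.05, and the 12-array model called Cox7a2 and Atp4a by the brightest probe of each gene. A dimmer probe of Cox6a1, another subunit of cytochrome c oxidase, was also called in that model (1825 to 920, adjusted p = 0.0146), while the brightest probe of Cox6a1 was not (2739 to 1705, adjusted p = 0.444); Cox6a1 was named after its values were seen. With the number of distinct intensities of each array as a covariate, chosen after the values were seen, the stomach list no longer passed (median -0.04, adjusted p = 0.17) and the brain list was lower (median -0.12, adjusted p = 0.042).

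**Figure D2:**
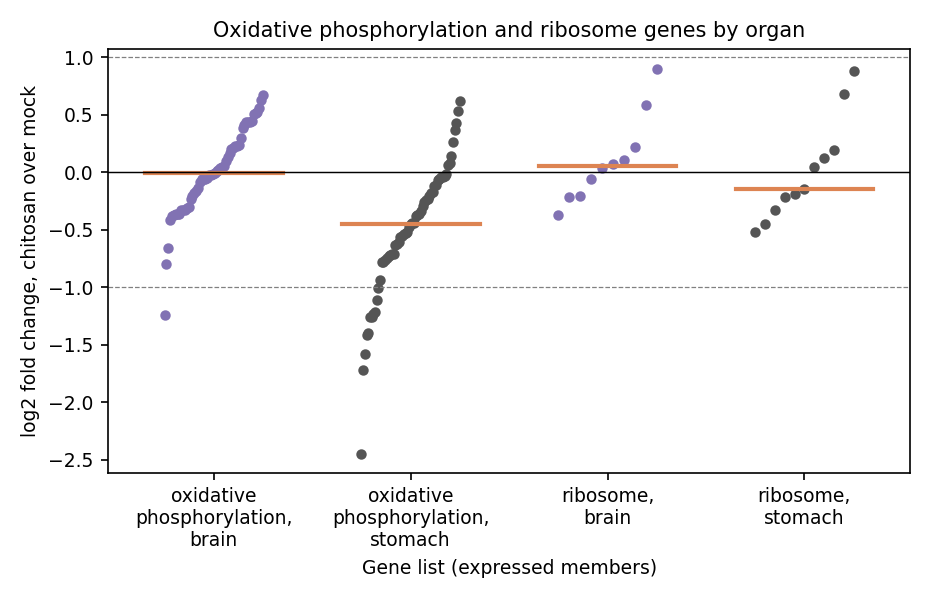
Log2 fold change of chitosan over mock (y axis) for the expressed genes of oxidative phosphorylation and the ribosome in brain and stomach (x axis), 1 point for each gene, with the median as an orange line and dashed lines at 2-fold. The median of oxidative phosphorylation lies at -0.45 in the stomach and at -0.01 in the brain.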

Five pathways, including oxidative phosphorylation, ribosome, GnRH signaling pathway, tumor necrosis factor-α (TNF-α) signaling pathway and insulin signaling pathway, were affected commonly by chitosan in both organs, and oxidative phosphorylation and ribosome pathways were the top two pathways affected by chitosan. 

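In the stomach, Lpl and Acyp1 were called as lower with chitosan by the model of all 12 arrays, while the lists of glycerolipid and ether lipid, pyruvate and glutathione metabolism did not pass in either organ. Lpl, the lipase that frees fatty acids from circulating lipoproteins, had an intensity of 119.5 ± 5.77 (SD, n = 3) in the mock and 55.9 ± 6.37 (SD, n = 3) in the chitosan stomach, a log2 fold change of -1.10 (SE 0.16, adjusted p = 0.14 in limma, and 0.0037 with all 12 arrays). Acyp1, an acylphosphatase of pyruvate metabolism, had 70.2 ± 8.13 and 45.2 ± 2.38 (-0.63, SE 0.10, adjusted p = 0.205, and 0.025 with all 12 arrays). The glutathione transferase gene Gsto1 had 2888 ± 262 in the mock and 1707 ± 206 in the chitosan stomach (-0.76, SE 0.15, adjusted p = 0.38). Mogat1, which makes diacylglycerol, had 73.2 ± 16.3 and 50.8 ± 2.59 (adjusted p = 0.841).
Pyruvate metabolism had 16 of 32 measured genes lower in the stomach (adjusted p = 0.204) and 17 in the brain, where the test pointed up (adjusted p = 0.88). Glycerolipid and ether lipid metabolism had 24 of 56 lower in the stomach, where the median was 0.03 and the mean -0.01 (adjusted p = 0.907), and 32 in the brain (adjusted p = 0.964). Glutathione metabolism had 28 of 45 lower in the stomach (median -0.04, adjusted p = 0.167) and 26 in the brain (adjusted p = 0.875). Gstm2 and Mgst3 of this list were lower by more than 2-fold in the stomach, with log2 fold changes of -1.23 (SE 0.53) and -1.04 (SE 0.49) and adjusted p of 0.853 for each. Limma called 0 genes of the 3 lists over all probes in either organ. Adjusted over the list alone, 2 genes of pyruvate metabolism, 1 of glycerolipid and ether lipid metabolism and 0 of glutathione metabolism passed in the stomach, and 0 of each in the brain.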

The majority of pathways, including oxidative phosphorylation, pyruvate metabolism, GnRH signaling pathway, glycolysis/gluconeogenesis, benzoate degradation, glycerolipid metabolism, ether lipid metabolism, glutathione metabolism, insulin signaling pathway, alanine and aspartate metabolism and IGF signaling pathway, were associated with lipid and glucose metabolism. These data showed that chitosan might alter several pathways involved in lipid and glucose metabolism in brain and stomach.

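Known target genes of the PPARs fell as a list in the chitosan stomach, as did the markers of adipocytes, the cells that store lipid. Of 61 PPAR target genes 32 were lower (median log2 fold change -0.01, mean -0.10, camera adjusted p = 0.032), and of 24 adipocyte genes 15 (median -0.08, adjusted p = 2.1e-05). Among genes with a mean above 2 times the lowest intensity, neither fall was clear. The median was -0.09 (SE 0.16) for PPAR targets, 8 higher and 12 lower. For adipocyte genes it was -0.18 (SE 0.19), 4 higher and 7 lower. Markers of gastric mucous, chief and parietal cells, of hepatocytes and of enterocytes also fell as lists in these samples, and those of smooth muscle rose; each of all these lists had adjusted p = 0.18 with an estimated correlation. Some of these lists share genes, so that their falls are not independent. Lpl is on the PPAR target and adipocyte lists, and Apoa1 on the PPAR target, hepatocyte and enterocyte lists. The arrays do not separate the expression of a gene from the share of a tissue in the sample. In the brain neither the PPAR target list nor the adipocyte list passed, with adjusted p of 0.88 for each. Adipoq, which encodes the hormone adiponectin and is on both lists, had an intensity of 94.8 ± 13.1 (SD, n = 3) in the mock and 56.0 ± 5.23 (SD, n = 3) in the chitosan stomach, a log2 fold change of -0.75 (SE 0.15, adjusted p = 0.405, and 0.040 with all 12 arrays). Cfd, the adipokine adipsin, had 79.2 ± 8.76 and 46.8 ± 4.05 (-0.76, SE 0.11, adjusted p = 0.168, and 0.0034 with all 12 arrays). Thrsp, a regulator of fatty acid synthesis, had 198 ± 57.5 and 67.6 ± 7.38 (-1.51, SE 0.31, adjusted p = 0.408).
The receptors themselves lay near background. In the stomach, Ppara had 49.0 ± 0.699 in mock and 51.5 ± 1.18 in chitosan mice, Pparg 57.7 ± 3.34 and 50.9 ± 3.42, and Ppard 46.9 ± 1.59 and 50.5 ± 2.47. Cholesterol synthesis genes were lower for 9 of 18 in the stomach (adjusted p = 0.907) and for 7 in the brain (adjusted p = 0.88). Limma called 0 genes of the PPAR target list over all probes, and 3 in the stomach when adjusted over the list alone, where 7 were lower at an unadjusted p under 0.05. For adipocytes the counts were 0 over all probes and 5 adjusted over the list alone. From the pathways of Tables 1 and 2, most of which it associates with lipid and glucose metabolism, the paper proposes that chitosan alters several such pathways in brain and stomach.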

**Table 1:** Classification of chitosan-regulated genes in the stomach by KEGG pathways.

KEGG pathway	Stomach	
	Observed (total)^a^	*p* value^b^
Oxidative phosphorylation	38 (108)	8.75×10^−11^
Ribosome	20 (80)	2.17×10^−8^
Cell communication	21 (109)	6.11×10^−5^
IL6 signaling pathway	4 (29)	0.0037
Pyruvate metabolism	11 (37)	0.0040
GnRH signaling pathway	14 (90)	0.0105
TNF-α signaling pathway	3 (34)	0.0105
Glycolysis/Gluconeogenesis	14 (53)	0.0107
Benzoate degradation	2 (7)	0.0215
Glycerolipid metabolism	9 (46)	0.0215
IFNγ signaling pathway	11 (65)	0.0215
LPS signaling pathway	11 (66)	0.0215
Ether lipid metabolism	6 (29)	0.0249
Wnt signaling pathway	14 (144)	0.0325
Glutathione metabolism	9 (41)	0.0363
IL12 signaling pathway	4 (26)	0.0476
Insulin signaling pathway	8 (91)	0.0476

a “Observed" means the number of genes regulated by chitosan in this pathway. “Total" means the total number of genes in this pathway.

b *p*-Value was calculated on WebGestalt web site (http://bioinfo.vanderbilt.edu/webgestalt/login.php) by hypergeometric test.

**Table 2:** Classification of chitosan-regulated genes in the brain by KEGG pathways.

KEGG pathway	Brain	
	Observed (total)^a^	*p* value^b^
Oxidative phosphorylation	25 (108)	5.94×10^−6^
Ribosome	22 (80)	4.49×10^−7^
Amyotrophic lateral sclerosis	3 (17)	0.0117
Gas6 signaling pathway	4 (18)	0.0117
Long-term depression	16 (73)	0.0117
TNF-α signaling pathway	7 (34)	0.0117
PDGF signaling pathway	4 (27)	0.0130
Gap junction	16 (81)	0.0258
Long-term potentiation	14 (64)	0.0258
GnRH signaling pathway	15 (90)	0.0345
Regulation of actin cytoskeleton	22 (193)	0.0345
Insulin signaling pathway	11 (91)	0.0359
Alanine and aspartate metabolism	3 (30)	0.0416
EGF signaling pathway	9 (41)	0.0416
Tight junction	17 (112)	0.0416
Regulation of Ck1/Cdk5	3 (9)	0.0416
IGF signaling pathway	8 (54)	0.0452

a “Observed" means the number of genes regulated by chitosan in this pathway. “Total" means the total number of genes in this pathway.

b *p*-Value was calculated on WebGestalt web site (http://bioinfo.vanderbilt.edu/webgestalt/login.php) by hypergeometric test.

### Verification of the expression levels of chitosan-regulated genes by qPCR

To elucidate which PPAR subtype contributed to the chitosan-affected gene expression profile, we performed Pscan to analyze the PPRE in the promoter regions of chitosan-regulated genes. Pscan is a software that scans promoter sequences of genes with motifs describing the binding specificity of known transcription factors [29]. Over the half of genes contained PPAR-α and/or PPAR-γ responsive elements in their promoter regions, suggesting that the majority of genes were regulated by chitosan via PPAR-α and/or PPAR-γ signaling pathways (data not shown). PPAR-α and PPAR-γ-regulated genes were further validated by qPCR. 

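Penk1, the precursor of the enkephalin opioid peptides, had an intensity of 47.8 ± 2.40 (SD, n = 3) in the mock brain and 107 ± 29.5 (SD, n = 3) in the chitosan brain. Each chitosan array lay above each mock array, for a log2 fold change of 1.13 (SE 0.19, adjusted p = 0.41 in limma). Its exact permutation p of 0.1 is the smallest that 3 arrays against 3 allow. Xpo4, which encodes a nuclear transport receptor, was measured by 3 probes in the stomach. The brightest had 48.2 ± 3.75 in mock and 201 ± 248 in chitosan mice (1.28, SE 0.77, adjusted p = 0.85, two-sided exact permutation p = 0.2). This value rests on chitosan stomach array 1, at 488, while the other chitosan arrays had 49.3 and 66.2. The other probes of Xpo4 had ratios of chitosan to mock of 1.07 and 1.01, but lay near background on every array, so that they carry little information. For Prdx2, a peroxidase that removes hydrogen peroxide, the brighter of both probes had 48.4 ± 0.601 in the mock brain and 129.5 ± 139 in the chitosan brain (0.88, SE 0.63, adjusted p = 0.77). There chitosan brain array 3 had 290 and the others 49.6 and 49.3. The second probe of Prdx2, also near background, had 41.9 ± 2.03 and 45.9 ± 1.97, a log2 fold change of 0.13 (SE 0.05).
Without chitosan brain array 3, Penk1 passed in limma (log2 fold change 1.28, adjusted p = 0.038), against a range of 0.033 to 0.92 over its alternatives, and Prdx2 had a log2 fold change of 0.03. Without chitosan stomach array 1, that of Xpo4 was 0.25.

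**Figure D3:**
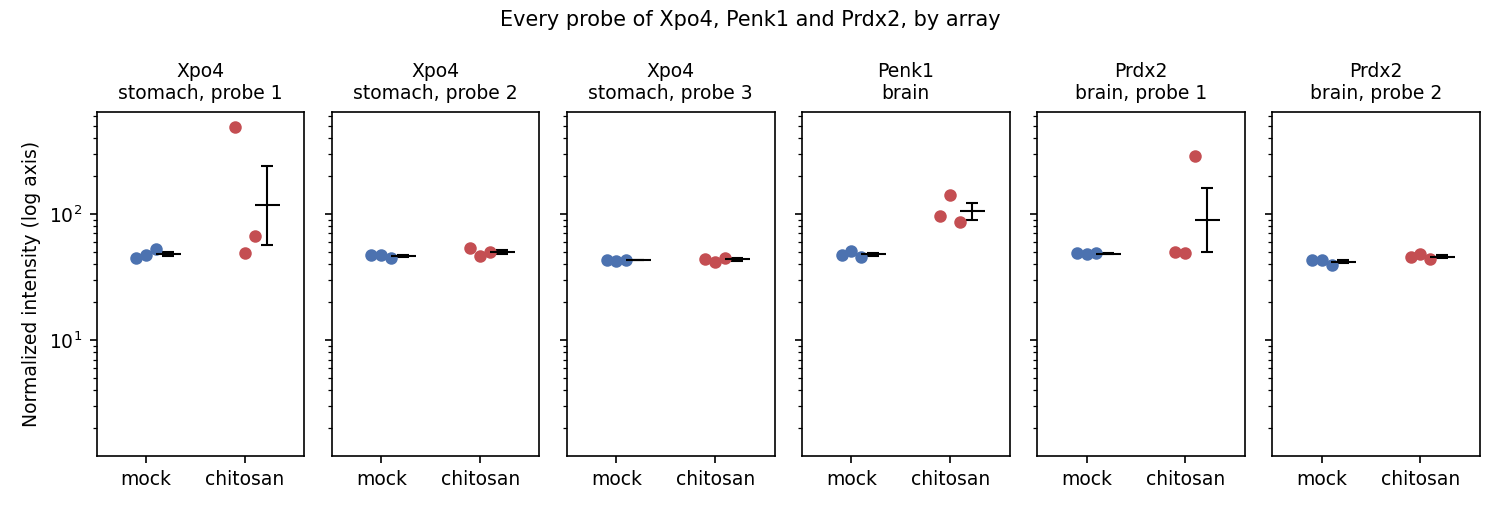
Normalized intensity on each array (y axis, log scale) of every probe of Xpo4 in the stomach and of Penk1 and Prdx2 in the brain, for 3 mock and 3 chitosan arrays (x axis); the black bar is the geometric mean with the standard error of the mean log2 value. Xpo4 reaches 488 and Prdx2 290 on 1 chitosan array each, and Penk1 has a mean of 107 with chitosan.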

The expression levels of PPAR-γ-regulated genes, xpo4 and penk1, and PPAR-α-regulated genes, pin1 and prdx2, were upregulated by chitosan in the stomach and brain, which were in agreement with microarray data (Table 3). These data suggested that chitosan regulated gene expression via PPAR-α and/or PPAR-γ signaling pathways.

**Table 3:** Expression levels of ghrelin, apoB, xpo4, pin1, penk1, and prdx2 genes by qPCR.

Sample^a^	Average C_T_ of target	Average C_T_ of GAPDH	ΔC_T_ b	ΔΔC_T_ c	Relative to mock
Ghrelin					
Mock	17.77±0.02	17.56±0.02	0.21±0.03	0.00±0.03	1.00
Chitosan	21.20±0.02	17.57±0.01	3.63±0.02	3.42±0.02	0.09
ApoB					
Mock	26.14±0.02	17.56±0.02	8.58±0.03	0.00±0.03	1.00
Chitosan	29.02±0.05	17.57±0.01	11.45±0.05	2.86±0.05	0.13
Xpo4					
Mock	27.20±0.11	18.56±0.10	8.64±0.15	0.00±0.15	1.00
Chitosan	26.81±0.07	18.93±0.05	7.88±0.09	−0.76±0.09	1.70
Pin1					
Mock	24.11±0.02	18.56±0.10	5.54±0.10	0.00±0.10	1.00
Chitosan	24.04±0.04	18.93±0.05	5.11±0.07	−0.43±0.07	1.35
Penk1					
Mock	25.07±0.04	18.39±0.04	6.68±0.06	0.00±0.06	1.00
Chitosan	22.36±0.06	17.76±0.10	4.60±0.12	−2.08±0.12	4.23
Prdx2					
Mock	22.00±0.00	18.39±0.04	3.61±0.04	0.00±0.04	1.00
Chitosan	20.25±0.07	17.76±0.10	2.49±0.12	−1.12±0.12	2.18

a The RNAs from stomach (ghrelin, apoB, xpo4, and pin1 genes) and brain (penk1 and prdx2 genes) were analyzed for indicated genes by qPCR.

b The ΔC_T_ value is determined by subtracting the average C_T_ of GAPDH from that of target gene. The standard deviation of the difference is calculated from the standard deviations of the target gene and GAPDH.

c The calculation of ΔΔC_T_ involves subtraction by the ΔC_T_ calibrator value. This is a subtraction of an arbitrary constant, so the standard deviation of ΔΔC_T_ is the same as the standard deviation of the ΔC_T_ value.

Ghrelin and apoB are expressed in the stomach and have been shown to be involved in energy and lipid metabolism [30], [31]. 

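Ghrl, the gene of the stomach hormone ghrelin, had an intensity of 2970 ± 365 (SD, n = 3) in the mock stomach and 325 ± 70.3 (SD, n = 3) in the chitosan stomach. Its log2 fold change was -3.21 (SE 0.34), and each chitosan array lay below each mock array (exact permutation test, p = 0.1, the smallest that 3 arrays against 3 allow). Apob, the protein core of low-density lipoproteins, had 212 ± 297 in the mock and 38.6 ± 1.41 in the chitosan stomach, a log2 fold change of -1.34 (SE 0.92). The mock value of Apob comes from 1 array: mock stomach array 1 had 555, and both others had 41, next to 37 to 39.6 with chitosan.
In limma with the 6 stomach arrays, Ghrl had adjusted p = 0.097 and Apob adjusted p = 0.85. With all 12 arrays, Ghrl fell at adjusted p = 8.2e-04 and Apob had adjusted p = 0.78. Over all alternatives the adjusted p of Ghrl ranged from 6.7e-05 to 0.95, with a log2 fold change between -3.40 and -3.03, and that of Apob from 0.54 to 0.95. Without mock stomach array 1 the log2 fold change of Apob was -0.09.

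**Figure D4:**
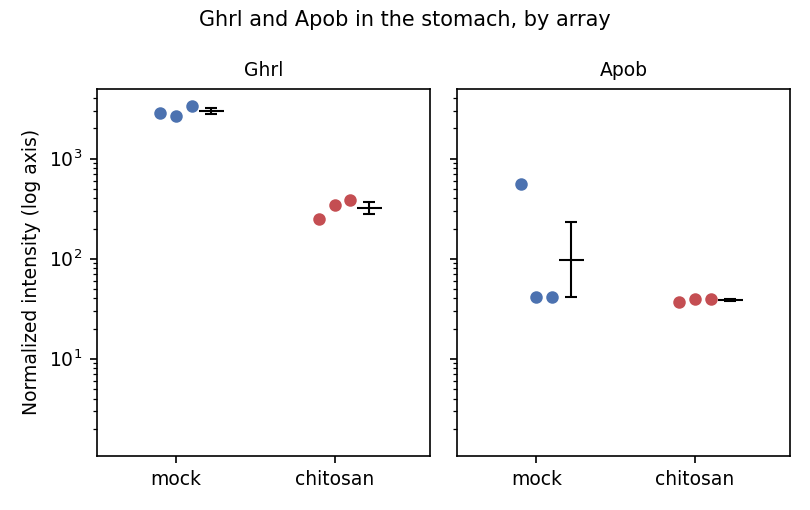
Normalized intensity of Ghrl and Apob in the stomach (y axis, log scale) on 3 mock and 3 chitosan arrays (x axis); the black bar is the geometric mean with the standard error of the mean log2 value. The chitosan arrays of Ghrl sit between 248 and 386, below the mock arrays at 2669 to 3376, and 1 mock array of Apob sits at 555.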

Microarray data showed that the expressions of ghrelin and apoB genes were downregulated by chitosan in the stomach, with fold changes of −9.13±0.03 and −5.50±0.25, respectively (Table S1 and Table S2). We further applied qPCR to validate the transcriptional expression levels of these genes. As shown in Table 3, the expression levels of ghrelin and apoB genes were down-regulated by chitosan, which was consistent with the microarray data.

## Discussion

In this study, we found that chitosan significantly activated PPAR activity in brain and stomach. Microarray analysis of brain and stomach further showed that several pathways involved in glucose and lipid metabolism were affected by chitosan. PPARs are ligand-activated nuclear receptors and key regulators of fatty acid and glucose homeostasis [19], [20]. *In vivo* and *ex vivo* imaging showed that maximal luciferase activities were detected in brain and gastrointestinal tract. These data suggested that PPARs were highly expressed in these organs. Previous studies have shown that PPAR activities are activated in brain and gastrointestinal tract, and their activation play important roles in these organs. For examples, in the brain, PPARα plays a major role in acetylcholine biosynthesis and defense against oxidative stress, PPARγ regulates the action of dopamine on the gene transcription, and PPARβ/δ transcriptionally upregulates the acyl-CoA synthetase 2 and mediates the fatty acid utilization [32]. Additionally, the constitutive expression of PPARβ/δ in the gastrointestinal tract is very high compared with other tissues. It plays physiological roles in the homeostatic regulation of intestinal cell proliferation/differentiation and the modulation of inflammation associated with inflammatory bowel disease and colon cancer [33]. Ciani et al (2007) constructed PPAR-luciferase transgenic mice with C57BI/6 genetic background and showed that maximal luciferase activity was detected in the brain and gastrointestinal tract [28]. In this study, we found that PPAR-driven luminescent intensity was strong in the brain and stomach, which was in agreement with previous study. Therefore, these findings suggested that bioluminescent imaging of PPAR transgenic mice was capable of reflecting the real-time PPAR activity in living animals.

Chitosan is a nontoxic, antibacterial, biodegradable, and biocompatible biopolymer. It has been widely used in food and biomaterial industries as weight-loss aids, cholesterol-lowering agents, and medical devices, such as bio-scaffolds for tissue engineering, wound healing products, and haemostatic bandages [1], [3]–[8]. Although chitosan is usually administered by an oral route as a dietary supplement, food additive, or oral drug delivery, chitosan would be degraded by gut microflora or influence the distribution and number of gut microflora by oral administration [1], [2], [34]. Therefore, we administered transgenic mice with chitosan by a parenteral route to avoid the influence of gut microflora. Chitosan induced a maximal intensity on 3 d, and the signal gradually decreased after three days, suggesting that subcutaneous administration of chitosan evoked the PPAR activity, and the induced PPAR activity was decreased to the basal level after 3 days. Administration of chitosan evoked PPAR activations in brain and stomach. These findings suggested that chitosan might affect the biological events in brain and stomach. It has been shown that PPARs play important roles in the pathogenesis of various disorders of central nervous system. For examples, activation of PPARs suppresses inflammation in peripheral macrophages and in models of human autoimmune diseases [35]. Activation of all PPAR isoforms has been found to be protective in murine models of multiple sclerosis, Alzheimer's disease, and Parkinson's diseases [36], [37]. In this study, *ex vivo* imaging showed that chitosan activated the PPAR activity in the brain and the KEGG pathway analysis showed that chitosan significantly regulated the expression of genes involved in amyotrophic lateral sclerosis (*p*=0.012). These findings suggested that chitosan might exhibit the beneficial effect on the neurodegenerative diseases, such as multiple sclerosis, Alzheimer's disease, and Parkinson's diseases.

In addition to brain, chitosan also evoked the PPAR activity in the stomach. KEGG pathway analysis further revealed that the half of chitosan-regulated pathways in the stomach was related to glucose or lipid metabolism. It has been shown that chitosan and its derivatives markedly prevent the time course-related rise of serum glucose levels in diabetic mice [38]. Moreover, chitosan is well known for its hypotriglyceridemic and hypocholesterolemic effects [39], and exhibits anti-obesity and anti-diabetic effects [1], [9]–[11]. Previous studies showed that chitosan and its derivatives may bind to bile salt components and free fatty acids, resulting in the disrupted lipid absorption in the gut and the increased faecal fat excretion [40]. Chitosan also downregulates the adipogenic molecules such as fatty acid binding protein and glucose transporter 4 via PPAR and CCAAT/enhancer-binding protein α pathways, resulting in the inhibited adipogenesis and differentiation of 3T3-L1 adipocytes [12], [13]. Additionally, plasma proteome analysis showed that chitosan increases the level of adiponectin and decreases the levels of obesity-related proteins, such as resistin, retinol-binding protein 4, TNF-α and interleukin-6 (IL-6), contributing to the anti-diabetic and anti-obesity potentials in *ob*/*ob* mice [10]. 

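In the stomach, the cytokine genes Il6 and Tnf lay near background in both groups. Il6 had an intensity of 48.0 ± 1.52 (SD, n = 3) in mock and 58.2 ± 15.6 (SD, n = 3) in chitosan mice (log2 fold change 0.25, SE 0.17, adjusted p = 0.85 in limma). Tnf had 48.1 ± 1.14 and 57.8 ± 15.9 (0.23, SE 0.17, adjusted p = 0.85). Stat3, the transcription factor that IL-6 activates, had 80.6 ± 3.19 in mock and 113 ± 9.05 in chitosan mice (0.49, SE 0.19, adjusted p = 0.85). Socs1, a feedback inhibitor of cytokine signaling, had 101 ± 27.8 and 62.4 ± 6.95 (-0.67, SE 0.23, adjusted p = 0.85). Of the genes on the TNF-α list, the NF-κB regulator Bcl3 had 50.3 ± 0.901 and 61.3 ± 4.59, and the adhesion molecule gene Vcam1 had 70.2 ± 6.18 and 52.2 ± 9.99.
IL-6 signaling genes were higher for 18 of 29 measured (median log2 fold change 0.02), and the list did not pass in the stomach (adjusted p = 0.76) or in the brain (adjusted p = 0.88). For either pathway, limma called 0 genes in the stomach, over all probes and adjusted over the list alone, with 2 genes higher and 2 lower at an unadjusted p under 0.05. No gene of either list reached 2-fold in the stomach.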

Our data showed that chitosan significantly regulated the IL-6 and TNF-α signaling pathways in the guts, which were consistent with previous findings. Moreover, we newly identified that chitosan significantly regulated the glucose metabolic pathways, such as glycolysis/gluconeogenesis and insulin signaling pathway, which might contribute to the hypoglycemic effect of chitosan.

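Of the glycolysis genes, Pkm2, which encodes the pyruvate kinase of most dividing tissues, had an intensity of 61.0 ± 2.79 (SD, n = 3) in the mock stomach and 41.7 ± 1.93 (SD, n = 3) with chitosan, a log2 fold change of -0.55 (SE 0.06, adjusted p = 0.097 in limma, and 0.47 with all 12 arrays). In the brain it had 44.6 ± 2.51 and 67.2 ± 21.2 (0.54, SE 0.21, adjusted p = 0.76), and its difference between the organs had adjusted p = 0.13. G6pc, the phosphatase that releases glucose in gluconeogenesis, had 49.4 ± 1.21 in the mock and 42.4 ± 0.583 in the chitosan stomach (-0.22, SE 0.04, adjusted p = 0.38, and 0.029 with all 12 arrays). These intensities of Pkm2 and G6pc all lay near background, under 2 times the lowest intensity. Idh3a, an isocitrate dehydrogenase subunit of the citrate cycle, had 103 ± 6.67 in the mock and 59.4 ± 7.15 in the chitosan brain (-0.80, SE 0.14, adjusted p = 0.445). Among the insulin signaling genes, Slc2a4, the insulin-responsive glucose transporter GLUT4, had 85.0 ± 16.3 in the mock and 104 ± 31.8 in the chitosan stomach (0.26, SE 0.28, adjusted p = 0.87). The probe of 4932417H02Rik, the raptor subunit of mTORC1, had 211 ± 58.6 in the mock and 85.2 ± 55.9 in the chitosan brain (-1.46, SE 0.46, adjusted p = 0.765).
Neither glycolysis and gluconeogenesis nor the citrate cycle passed as a list. Of 47 glycolysis and gluconeogenesis genes, 27 were higher in the stomach, where the median was 0.03 and the test pointed down (adjusted p = 0.49), and 22 in the brain, where the median was -0.01 and the test pointed up (adjusted p = 0.88). Most of the brighter genes rose in the stomach. Of 14 with a mean there above 2 times the lowest intensity, 11 were higher and 3 lower (median 0.33, SE 0.10). In the brain 7 of 12 such genes were higher and 5 lower (median 0.11, SE 0.18). Of 22 citrate cycle genes, 11 were lower in the stomach (adjusted p = 0.396) and 9 in the brain, where the median was 0.04 and the test pointed down (adjusted p = 0.911). Limma called 0 genes of glycolysis, the citrate cycle and insulin signaling over all probes in either organ. Adjusted over the list alone, 2 glycolysis genes passed in the stomach and 1 citrate cycle gene in the brain, and 0 insulin signaling genes in either.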

Microarray data showed that chitosan downregulated the expressions of apoB and ghrelin genes in the stomach. 

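Apoa1, the main protein of high-density lipoproteins, had an intensity of 504 ± 67.6 (SD, n = 3) in the mock stomach and 112 ± 22.7 (SD, n = 3) with chitosan, a log2 fold change of -2.18 (SE 0.46, adjusted p = 0.44 in limma, and 8.3e-04 with all 12 arrays). It belongs to the apolipoprotein and lipoprotein assembly list, which fell in the chitosan stomach: 19 of 26 genes were lower (median -0.04, adjusted p = 0.023, and adjusted p = 0.18 with an estimated correlation). Mttp, which loads lipid onto apolipoprotein B, lay near background with 42.6 ± 1.91 and 38.9 ± 1.39 (-0.13, SE 0.05, adjusted p = 0.85). Of the companions of Ghrl among gastric endocrine genes, Sst, the gene of the inhibitory hormone somatostatin, had 190.9 ± 68.5 in mock and 54.1 ± 8.81 in chitosan mice (-1.77, SE 0.30, adjusted p = 0.24). Chga, a protein of hormone granules, had 52.2 ± 1.46 and 46.0 ± 1.87.
The endocrine list did not pass, with 11 of 27 genes lower (median 0.02, mean -0.10, adjusted p = 0.32). Genes of hepatocytes and of intestinal enterocytes, which secrete lipoproteins, fell in the same samples, with 19 of 26 lower (median -0.08, adjusted p = 3.3e-08) and 18 of 26 lower (median -0.05, adjusted p = 0.0036); each had adjusted p = 0.18 with an estimated correlation. Apoa1 is on these lists as well. Alb, the serum albumin gene of hepatocytes, had 242 ± 42.5 in the mock and 57.1 ± 8.08 in the chitosan stomach (-2.08, SE 0.27, adjusted p = 0.125, and 1.5e-04 with all 12 arrays). In limma 0 apolipoprotein genes passed over all probes, with 3 lower at an unadjusted p under 0.05, and 1 passed when adjusted over the list alone. In the brain Ghrl lay near background, with 53.4 in mock and 50.3 in chitosan mice, so that its interaction of organ and treatment (adjusted p = 0.019 in limma) only restates the fall in the stomach.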

ApoB, a large amphipathic protein, is mainly expressed in the liver and is present on very-low density lipoproteins (VLDL), intermediate density lipoproteins, and low-density lipoproteins. ApoB is required for the formation of VLDL in the liver. Binding of apoB to the microsomal transport protein results in the incorporation of lipids into the apoB molecule and leads to the formation of VLDL particles [30], [41]. In clinical practice, apoB can be used as a marker to estimate the total number of atherogenic lipoprotein particles [42]. Elevated apoB is a hallmark of several inherited disorders associated with atherosclerosis [43]. However, patients with extremely low levels of apoB seem to be protected against cardiovascular diseases [44]. Because apoB is an essential component of lipoprotein, the down-regulated expression of apoB gene by chitosan might contribute to the hypotriglyceridemic and hypocholesterolemic effects of chitosan. Ghrelin is a peptide hormone mainly produced by the stomach. Ghrelin is a potent stimulator of growth hormone secretion [45]. Moreover, it is the only circulatory hormone that potently enhances the feeding and weight gain, increases the gastrointestinal mobility, and regulates the energy homeostasis [30], [45]. Furthermore, ghrelin-based components may have therapeutic effects in treating malnutrition [31]. Because ghrelin has a great impact on the food intake or body weight, the down-regulated expression of ghrelin gene by chitosan might explain why chitosan exhibited the anti-obestic effect.

In conclusion, we applied PPAR bioluminescent imaging-guided transcriptomic analysis to evaluate the organs that chitosan acted on and to analyze the molecular mechanisms of chitosan in this study. We found that administration of chitosan induced the PPAR-driven bioluminescent signals in brain and stomach. Microarray analysis showed that several pathways associated with lipid and glucose metabolism were regulated by chitosan. Moreover, we newly identified that chitosan may exhibit hypocholestemic and anti-obestic effects via downregulated expression of apoB and ghrelin genes. These findings suggested the feasibility of PPAR bioluminescent imaging-guided transcriptomic analysis on the evaluation of chitosan-affected metabolic responses *in vivo*. Moreover, we newly identified that downregulated expression of apoB and ghrelin genes were the novel mechanisms for chitosan-affected metabolic responses *in vivo*.

## Supporting Information

Table S1 **Expression levels of chitosan-regulated genes in the stomach.**
(PDF)

Table S2 **Expression levels of chitosan-regulated genes in the brain.**
(PDF)

# Supplementary material for: Assessment of Chitosan-Affected Metabolic Response by Peroxisome Proliferator-Activated Receptor Bioluminescent Imaging-Guided Transcriptomic Analysis
**Source:** PLoS One. 2012 Apr 4;7(4):e34969. doi: 10.1371/journal.pone.0034969
**Supplement:** Table S2 — Expression levels of chitosan-regulated genes in the brain.

Table S2 Expression levels of chitosan-regulated genes^a in the brain.

Gene symbol	Gene description	Fold change ^b
Tnfrsf13c	Tumor necrosis factor receptor superfamily, member 13c	-236.40±0.01
Dst	Dystonin	-158.12±0.01
Psd	Pleckstrin and Sec7 domain containing	-110.03±0.02
Aldh1a7	Aldehyde dehydrogenase family 1, subfamily A7	-78.29±0.02
Tmem89	Transmembrane protein 89 precursor.	-67.23±0.03
Mmab	Methylmalonic aciduria (cobalamin deficiency) type B homolog	-48.29±0.04
Zkscan3	Zinc finger with KRAB and SCAN domains 3	-46.71±0.04
Slc25a40	Solute carrier family 25 member 40.	-40.34±0.04
Zfp28	Zinc finger protein 28	-34.87±0.05
Ephb1	Eph receptor B1	-7.90±0.19
Atp6v1e1	VATPase, H ⁺ transporting, lysosomal V1 subunit E1	-7.63±0.20
AU040829	Expressed sequence AU040829	-6.13±0.26
Spag9	Sperm associated antigen 9	-6.06±0.07
Rshl1	Radial spokehead-like 1	-6.06±0.11
Pdzk3	PDZ domain containing 2	-5.71±0.08
Cox7a1	Polymerase (RNA) II (DNA directed) polypeptide I	-5.57±0.26
Dlk2	Delta-like protein 2 precursor	-5.34±0.27
Optn	Optineurin	-5.27±0.27
Pin1	Protein (peptidyl-prolyl cis/trans isomerase) NIMA-interacting 1	-5.07±0.09
Lrrn3	Leucine rich repeat protein 3, neuronal	-4.80±0.13
Gnas	Guanine nucleotide binding protein, alpha stimulating complex locus	-4.60±0.11
Tdpoz1	TD and POZ domain containing 1	-4.40±0.31
Irgc1	Immunity-related GTPase family, cinema 1	-3.84±0.32
Olig3	Oligodendrocyte transcription factor 3	-3.75±0.34
Kif2a	Kinesin-like protein KIF2A.	-3.74±0.10
Fgfr3	Fibroblast growth factor receptor 3	-3.53±0.37
Mpg	N-methylpurine-DNA glycosylase	-3.16±0.36
Speer3	Spermatogenesis associated glutamate (E)-rich protein 3	-3.14±0.37
Uros	Uroporphyrinogen III synthase	-2.99±0.41
Akr1c12	Aldo-keto reductase family 1, member C12	-2.73±0.40
Dlk1	Delta-like 1 homolog (<i>Drosophila</i>)	-2.72±0.40
Gabrg1	Gamma-aminobutyric acid (GABA-A) receptor, subunit gamma 1	-2.70±0.43
Hells	Helicase, lymphoid specific	-2.69±0.38
Mmachc	Methylmalonic aciduria and homocystinuria type C homolog.	-2.64±0.38
Mylk	Myosin, light polypeptide kinase	-2.61±0.45
Il1f10	Interleukin 1 family, member 10	-2.59±0.41
Slc10a7	Sodium/bile acid cotransporter 7	-2.58±0.07
Cma1	Chymase precursor	-2.58±0.41
Ccdc125	Coiled-coil domain-containing protein 125.	-2.53±0.41
Fth1	Ferritin heavy chain 1	-2.51±0.26
Calm3	Calmodulin 3	-2.45±0.25

Dck	Deoxycytidine kinase	-2.45±0.34
Glmn	Glomulin, FKBP associated protein	-2.40±0.42
Olf912	Olfactory receptor 912	-2.37±0.52
Mpv17l	Mpv17 transgene, kidney disease mutant-like	-2.32±0.13
Beas1	Breast carcinoma amplified sequence 1	-2.30±0.17
Pank4	Pantothenate kinase 4	-2.29±0.54
Dmgdh	Dimethylglycine dehydrogenase precursor	-2.27±0.45
Olfml2a	Olfactomedin-like 2A	-2.23±0.40
Zfp574	Zinc finger protein 574	-2.11±0.40
Nrgn	Neurogranin	-2.10±0.16
Smyd1	SET and MYND domain containing 1	-2.01±0.13
Akr1b3	Aldo-keto reductase family 1, member B3	2.02±1.00
ENSMUSG00000064363	NADH-ubiquinone oxidoreductase chain 4	2.02±1.64
Olf20	Olfactory receptor 20	2.02±1.68
Cul4b	Cullin 4B	2.02±1.05
Crk	V-crk sarcoma virus CT10 oncogene homolog	2.03±1.52
Grap2	GRB2-related adaptor protein 2	2.03±1.02
Cpne6	Copine VI	2.04±1.07
Rnf38	Ring finger protein 38	2.05±1.83
Ndufa4	NADH dehydrogenase (ubiquinone) 1 alpha subcomplex, 4	2.05±1.86
Ptgir	Prostaglandin I receptor (IP)	2.06±1.93
Zcchc12	Zinc finger, CCHC domain containing 12	2.06±0.49
Amtn	Amelotin precursor.	2.07±1.94
Egfl8	EGF-like domain 8	2.07±1.85
S100a11	S100 calcium binding protein A11 (calizzarin)	2.07±0.85
Rps3	Ribosomal protein S3	2.09±1.39
Cldn19	Claudin 19	2.13±2.01
Cd24a	CD24a antigen	2.13±0.85
Olf151	Olfactory receptor 151	2.14±2.02
Snap29	Synaptosomal-associated protein	2.15±2.03
Rpsd1	RNA pseudouridylate synthase domain-containing protein 1	2.20±2.07
Pear1	Platelet endothelial aggregation receptor 1 precursor	2.20±1.43
Tas2r120	Taste receptor, type 2, member 120	2.20±2.67
Dysf	Dysferlin	2.24±1.46
Penk1	Preproenkephalin 1 (Opioid hormone)	2.25±0.63
Ttc33	Tetratricopeptide repeat protein 33 (TPR repeat protein 33).	2.29±2.31
Gpx5	Glutathione peroxidase 5	2.30±2.14
Eif2s3y	Eukaryotic translation initiation factor 2 subunit 3, Y-linked	2.30±2.34
Ptk2b	PTK2 protein tyrosine kinase 2 beta	2.31±2.23
Aes	Amino-terminal enhancer of split	2.34±0.66
Aplp1	Amyloid beta (A4) precursor-like protein 1	2.39±0.94
Mbd5	Adaptor protein complex AP-2, mu1	2.41±2.60
Xtrp3s1	X transporter protein 3 similar 1 gene	2.41±1.82
39692	Septin-1	2.43±2.69

Ifi44	Interferon-induced protein 44	2.43±2.47
Fgd6	FYVE, RhoGEF and PH domain containing 6	2.49±2.79
Zfp113	zinc finger protein 113	2.50±2.50
Olfr1	Olfactory receptor 1	2.60±2.80
Snw1	SNW domain-containing protein 1	2.61±2.22
Gdi1	Guanosine diphosphate (GDP) dissociation inhibitor 1	2.63±0.86
Crym	Crystallin, mu	2.67±0.71
Prdx2	Peroxiredoxin 2	2.68±2.87
Olfr836	Olfactory receptor 836	2.68±2.90
Trim14	Tripartite motif-containing 14	2.70±3.02
Olfr284	Olfactory receptor 284	2.88±3.27
Pramel1	Preferentially expressed antigen in melanoma-like 1	2.89±3.35
Sepw1	Selenoprotein W, muscle 1	2.94±0.59
Rcc2	Protein RCC2.	2.96±3.27
Myf2	Myeloid leukemia factor 2	3.04±1.58
Pcgf6	Polycomb group RING finger protein 6	3.05±3.62
Casq1	Calsequestrin 1	3.06±3.68
Pdcd5	Programmed cell death 5	3.09±3.26
Riok3	RIO kinase 3 (yeast)	3.09±3.84
Cdh13	Cadherin 13	3.13±1.34
Nnat	Neuronatin	3.20±0.58
Tgfr2	Transforming growth factor, beta receptor II	3.32±3.83
Tgoln1	Trans-Golgi network integral membrane protein 1 precursor (TGN38A).	3.35±4.02
Vps24	Vacuolar protein sorting 24	3.39±4.22
Pds5a	Sister chromatid cohesion protein PDS5 homolog A.	3.41±4.20
Rnf24	Pantothenate kinase 2 (Hallervorden-Spatz syndrome)	3.48±4.32
Eya2	Eyes absent 2 homolog (Drosophila)	3.48±4.24
Mmachc	Methylmalonic aciduria and homocystinuria type C homolog.	3.53±4.33
Znrf1	Zinc and ring finger 1	3.76±4.55
Mrgprd	MAS-related GPR, member D	3.85±4.92
Ube2l3	Ubiquitin-conjugating enzyme E2L 3	4.02±4.71
Exosc6	Exosome complex exonuclease MTR3	4.28±5.62
Gpm6a	Glycoprotein m6a	4.31±5.59
Krt24	Keratin, type I cytoskeletal 24	4.43±6.31
Itpr2	Inositol 1,4,5-trisphosphate receptor type 2	4.67±6.47
Olfr711	Olfactory receptor 711	4.74±6.52
Olfr938	Olfactory receptor 938	4.87±6.72
Ywhab	Tyrosine 3-monooxygenase/tryptophan 5-monooxygenase activation protein, beta polypeptide	4.98±6.49
Il17a	Interleukin-17A precursor	5.04±7.08
Vgll4	Autophagy-related 7	5.06±6.77
Il1rl1l	Transmembrane emp24 domain containing 1	5.15±7.33
Sema3e	Sema domain, immunoglobulin domain (Ig), short basic domain, secreted, 3E	5.21±7.40
Ripk4	Receptor-interacting serine-threonine kinase 4	5.50±7.74
AI593442	Expressed sequence AI593442	5.81±8.45

Cd3g	CD3 antigen, gamma polypeptide	6.04±8.68
Slc39a14	Solute carrier family 39 (zinc transporter), member 14	6.29±9.15
Terf2ip	Telomeric repeat binding factor 2, interacting protein	7.85±11.56
Stmn3	Stathmin-like 3	8.38±11.76
Cbx3	Chromobox homolog 3 (<i>Drosophila</i> HP1 gamma)	8.55±13.20
Fbln5	Fibulin 5	9.11±14.09
Olfr1246	Olfactory receptor 1246	9.87±15.50
Vbp1	Von Hippel-Lindau binding protein 1	12.99±20.69
Olfr12	Olfactory receptor 12	13.66±21.91
Pabpn1	Poly(A) binding protein, nuclear 1	17.20±27.49
Oxsm	3-Oxoacyl-[acyl-carrier-protein] synthase, mitochondrial precursor	19.55±32.18
Pkp2	Plakophilin 2	20.50±33.64
G6pc3	Glucose 6 phosphatase, catalytic, 3	23.56±39.14
Trap1	TNF receptor-associated protein 1	69.06±117.34

^a Genes with fold changes ≥ 2 or ≤ -2 are shown.

^b Values are mean $\pm$ standard error ($n=3$).

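Among the genes of Table S2, Sepw1, which encodes selenoprotein W, and Crym, a thyroid hormone-binding protein, were higher on each of the chitosan brain arrays than on each mock array. The ratio of the chitosan mean to the mock mean was 2.94 for Sepw1 and 2.67 for Crym. Written as negative folds, Rshl1 had -6.06 and Lrrn3, a neuronal membrane protein, had -4.80, with each chitosan array below each mock array. The largest fall in the table is that of Tnfrsf13c, the BAFF receptor of B cells, with intensities of 28367.2, 41.8 and 37.6 on the mock arrays and 37.6, 44.1 and 38.7 on the chitosan arrays. The largest rise is that of Trap1, a mitochondrial chaperone, with 48.6, 47.8 and 47.8 on the mock arrays and 65.8, 9824 and 60.7 on the chitosan arrays.
The table gives the paper's fold for 143 genes, 91 rises and 52 falls. A probe with the same symbol was found for 122 of them. For 115 the ratio of the linear group means came within 1% of the paper's value, and of these 71 were also at 2-fold by the mean of the log2 values. In 94 of the 115, 1 array was at least 2 times as bright as the next. When each of the 6 brain arrays was left out in turn, a check chosen after seeing the data, 103 (89.6%) came under 2-fold at least once. The 12 genes that stayed were Spag9, Rshl1, Lrrn3, Gnas, Kif2a, Slc10a7 and Mpv17l, which were lower, and Aes, Aplp1, Crym, Sepw1 and Nnat, which were higher. Rshl1, Lrrn3, Gnas, Kif2a and Slc10a7 moved with Spag9 over the 12 arrays (r from 0.88 to 0.98), and all were higher in the chitosan stomach. They are not independent of each other, and leaving out single arrays does not test a signal that they share.

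**Figure D5:**
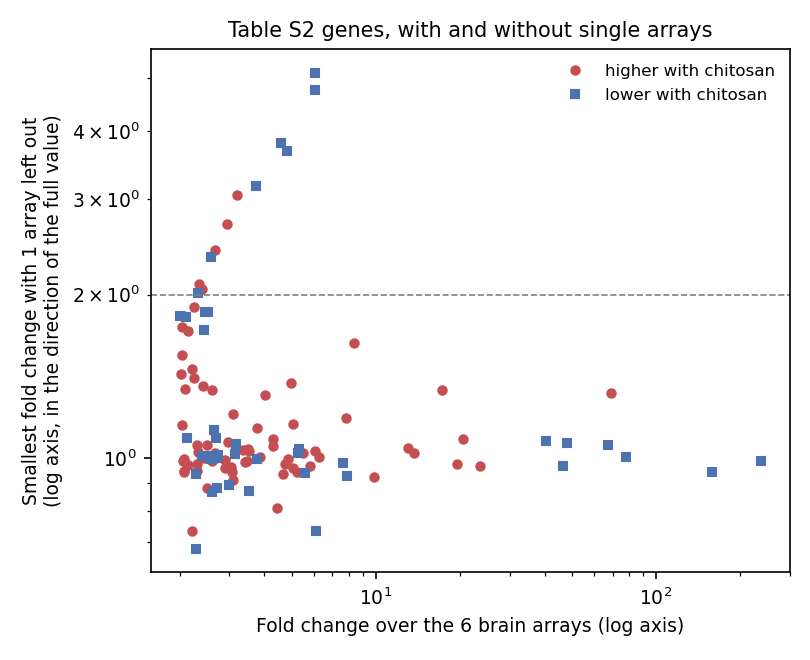
Fold change of the ratio of linear means over the 6 brain arrays (x axis, log scale) against the smallest fold change in the same direction with 1 array left out (y axis, log scale), for 115 genes of Table S2; the dashed line marks 2-fold. The 12 genes above the line are those that stayed at 2-fold.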

How the deposited data were processed for this re-analysis (not part of the article)

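Gene expression was measured in the brain and stomach of male PPRE transgenic FVB mice that had received saline (mock) or 0.2 g/kg chitosan subcutaneously, on day 3. Each of the 4 groups has 3 arrays from independent mice, so that 12 single-color Mouse Whole Genome OneArrays were used. The authors read the Cy5 signal of each spot with GenePix, subtracted the surrounding background, removed control probes and spots with a signal-to-noise ratio under 0, and normalized the rest in the R package limma. The paper's text does not name the normalization method or the limma version. The deposited values are linear intensities, and the 12 arrays have an identical highest value of 28367.2, medians of 47 to 47.8 and 29922 probes without a missing value, while their numbers of distinct intensities differ (268 to 947). A floor of about 34.3 to 35.3 remains in each array, so a log2 fold change of a dim gene is compressed toward 0. Probes were named from the annotation that comes with the values, which gives 1 symbol for 21020 probes, none for 8902 and several for 0. Older symbols were matched to current ones for the gene lists (3410 probes), and genes are printed under the symbols of the annotation. Arrays yield no counts, so the precision rests on the 3 arrays of each group. Correlations between arrays of the same group were 0.796 to 0.951.

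Intensities were taken to log2 without further normalization. In R 4.3.3, limma 3.58.1 was applied to the 6 arrays of each organ (lmFit, and eBayes with an intensity trend), and p values were adjusted by Benjamini-Hochberg over all probes with a threshold of 0.05. The paper's criterion of a fold change of 2 was applied to the difference of the mean log2 values, without a test. The difference between the organs was tested as an interaction over all 12 arrays. Gene lists of at least 5 measured genes, for the pathways of Tables 1 and 2, PPAR targets, lipid metabolism, stress, and the cell types and brain regions the samples could hold, were tested with cameraPR on 1 probe for each gene at an inter-gene correlation of 0.01. Genes at 2-fold were counted in each list and compared with the other genes by a one-sided Fisher's exact test. Exact permutation tests are two-sided. A gene counted as expressed when the mean of either group lay above 2 times the lowest intensity. The SE beside a list median is the standard error of the mean over the genes of the list, not over arrays. Genes were named by a rule: in each organ the 8 largest rises and 8 largest falls with every chitosan array on one side of every mock array, filled by the smallest p where fewer passed, every gene the paper names, up to 4 genes of each list, and the 3 largest rises and falls of Table S2. Genes outside this rule were named after their values were seen.

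The alternatives were all 12 arrays in 1 model, no intensity trend, the methods' t-test, an estimated inter-gene correlation, each array centered on its median, quantile normalization again, values below the 20th percentile raised to it, only the probes brighter than the median, the mean of a gene's probes, the replicate number as a block, 3 other definitions of the fold change, and each array left out in turn. Of the 3 definitions, the ratio of the linear means and the mean ratio to the mock mean are the same quantity. Added after seeing the data were a count of probes at 2-fold whichever array was left out and a pair of covariates in the model of all 12 arrays: the number of distinct intensities of each array, and the first component of the deviations within groups of 2223 bright probes (mean above 80), which holds 66.9% of their variance. The replicate numbers do not pair the arrays, as same-numbered mock and chitosan arrays of an organ did not resemble each other more than others. Whether they pair brain with stomach stays open: among 18 pairs of a brain and a stomach array of 1 treatment, the deviations of bright probes gave no clear sign for same-numbered pairs.

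The models were tested on simulated data with known changes. These data had Gaussian noise without single bright spots, and apart from 1 component of bright probes the probes varied independently. Real arrays differ in this: other splits of the 6 stomach arrays called up to 94 probes and up to 7 lists. False calls in the simulated runs may therefore be too few. Limma with 6 arrays recovered 9.0% of 2-fold, 49.3% of 4-fold and 73.6% of 8-fold changes of bright probes in the brain, and 13.7%, 52.8% and 72.1% in the stomach. With all 12 arrays the brain values were 25.1%, 75.8% and 90.9%, and those of the stomach 21.5%, 77.6% and 90.3%. In 5 runs without any change, both models called 0 probes, the list test called at most 1 list in the brain and 0 in the stomach, and the model with the component covariate called 0 brain probes and up to 196 stomach probes, so its calls in the stomach are not reliable. In 5 further runs without a change, in which the component followed the number of distinct intensities, the model with that number as a covariate called 0 probes, at most 1 list in the brain and 0 in the stomach. Without the covariate, limma with 6 arrays called at most 1 probe in the brain and 0 in the stomach in these runs. The list test without it called up to 3 lists in the brain, where 2 passed in the real data, and 0 in the stomach. The scanner files were not used here, so background correction and scan settings could not be varied, and the scan of promoters with Pscan, the qPCR and the bioluminescence were not analysed here.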

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

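Tests of the pancreatic and endocrine markers, of all 200 splits, of the number of distinct intensities and of oxidative phosphorylation in both organs were chosen only after the results were seen, while the component test and the other splits of the arrays were set beforehand.

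The response to chitosan differed between stomach and brain for 75 probes in the limma interaction (68 with a more negative and 7 with a more positive response in the stomach). Written as the log2 fold change in the stomach minus that in the brain, the gene of the hormone ghrelin, Ghrl, had -3.13, the phospholipase gene Pla2g12b -1.39, 2610002J02Rik -2.08, Prelid2 -1.15, the peptidoglycan-binding gene Pglyrp1 -1.06, 0610040J01Rik -1.72, Rogdi -1.19 and the enkephalin precursor Penk1 -1.43. The zinc finger gene Zmynd19 had 2.05, the epidermal lipoxygenase gene Aloxe3 0.81, the JNK scaffold gene Spag9 4.52 and the receptor gene Gpr23 0.51. Background limits what the count says: 54 of the 75 lay near background in both brain groups, among them Ghrl, Pla2g12b, Prelid2 and Pglyrp1, whose fall in the stomach could not be matched by a fall in the brain, and 14 lay above background in both organs. The count also rests on treating the organs as independent, and whether same-numbered brain and stomach arrays share a mouse is not given in the sources used here. With the replicate number as a block within each organ the count is 0. That block links no brain array to a stomach array, so it does not test whether the organs are independent. Of 100 splits of the treatment labels drawn as planned, only the real one reached 75, and the highest other had 54. All 200 distinct splits, run after seeing this, held 4 that reached 75, the real one among them (a share of 0.02), with 474, 177 and 138 the highest others, so chance is argued against only weakly. Left-out arrays moved the count, to 8 without chitosan brain 1, 9 without mock brain 1, 14 without chitosan stomach 2, 16 without mock brain 2, 29 without mock brain 3, 48 without mock stomach 1 and 212 without chitosan brain 3.

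Several lists outside the pathways of Tables 1 and 2 changed. In the brain, striatum markers rose (adjusted p = 0.0228, 14 of 19 genes higher). Olfactory receptor genes fell in the brain (adjusted p = 0.0228, 469 of 689 genes lower), with a median intensity near background. Hepatocyte markers fell in the stomach (adjusted p = 3.3e-08, 19 of 26 genes lower). Adipocyte markers fell there as well (adjusted p = 2.1e-05, 15 of 24 lower). The enterocyte list fell at adjusted p = 0.0036 (18 of 26 lower). Apolipoproteins and lipoprotein assembly fell at adjusted p = 0.023 (19 of 26 lower), and PPAR target genes at adjusted p = 0.032 (32 of 61 lower). Among genes with a mean above 2 times the lowest intensity, the falls of PPAR targets (median -0.09, SE 0.16) and adipocyte markers (-0.18, SE 0.19) were not clear. These stomach lists share genes such as Apoa1 and Lpl. Genes of the hypothalamus and pituitary, a list that shares Sst with the gastric endocrine genes, were 14 of 28 lower in the stomach at adjusted p = 0.041, where Gal and Npy had log2 fold changes of -0.62 and -0.75. With an estimated correlation none of these passed: the adjusted p was 0.92 for both brain lists, 0.47 for hypothalamus and pituitary and 0.18 for the others.

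Mucous (adjusted p = 1.7e-17), chief (4.9e-08) and parietal cell markers (0.0046) fell with Ghrl in the chitosan stomach, while smooth muscle markers rose (0.0068), all at 0.18 with an estimated correlation. Pancreatic tissue in the mock samples is argued against by 21 pancreatic acinar markers, whose median level there was 1.01 times the median of all probes, with only Clps at 18941 and Pla2g1b at 476 far above it. A different scan range as the whole cause is argued against for the mucous and chief cell markers, which still fell with the number of distinct intensities as a covariate, at an adjusted p of at most 2.4e-10 whichever array was left out. The median of their expressed genes went from -1.05 (SE 0.29) to -0.76 (SE 0.35) for mucous and from -2.19 (SE 0.44) to -2.31 (SE 0.36) for chief cells; with an estimated correlation as well, the adjusted p was 0.27 and 0.029. For the parietal cell markers a different scan range stays open: their expressed median went from -0.31 (SE 0.30) to -0.51 (SE 0.36), and the list had adjusted p = 0.017 with the covariate, but passed in only 10 of the 13 settings (all arrays and each left out), with 0.168 without chitosan stomach array 1. A smaller share of glandular mucosa in the chitosan samples may account for the pattern and stays open. The 4 expressed endocrine markers other than Ghrl went both ways (median 0.0011, SE 0.82, with Sst at -1.77 and Gnas at 2.07). They cannot decide it, because the Gnas probe moved with that of Spag9 over the arrays of both organs (r = 0.98). Gnas may therefore not follow the endocrine cells here. With Ghrl included, the median of the expressed endocrine markers was -0.59 (SE 0.91, 2 higher and 3 lower). A lower expression of the gland genes in the gland cells after chitosan cannot be told apart from a smaller share of mucosa. Both lower the same markers, and no array measures the cells separately.

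Oxidative phosphorylation genes fell in the chitosan stomach, with a median of -0.45 (SE 0.075) over the 59 expressed genes (list adjusted p = 1.7e-05, and adjusted p = 0.18 with an estimated correlation). A component shared by arrays of all groups predicted 3.96% of the fall of its 48 bright genes (-28.3% to 20.2% when single stomach arrays were left out), under the bound of 33% set beforehand against it, but that bound is not decisive, because the number of distinct intensities, which follows the component, ended the call as a covariate (adjusted p = 0.17, median from -0.14 to -0.04). The relation of component and distinct intensities within groups had r = 0.97 (permutation p = 0.0015) and rho = 0.96 (permutation p = 0.0015) over 12 arrays, and r = 0.96 without the 2 farthest arrays. A smaller share of glandular mucosa may also contribute and stays open. The brain list, from an organ without gastric glands, had a median of -0.011 (SE 0.051) over its expressed genes. This cannot decide it, because any cause confined to the stomach would leave the brain list flat. That explanation also called for a fall no larger than that of the parietal cell markers, whose expressed median was -0.31 (SE 0.30), and the stomach list fell by more. A response to chitosan in both organs is not decided. Without a covariate the expressed brain genes did not fall as a group (26 higher, 28 lower, list adjusted p = 0.62 by camera), while the stomach median was -0.45. With the number of distinct intensities as a covariate, the brain list was lower (median -0.12, adjusted p = 0.042).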

How the results depend on the processing

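The model of all 12 arrays, the intensity trend, the floor, the fold definitions and the left-out arrays were planned; both covariates and the counts of probes at 2-fold whichever array was left out were chosen after seeing the data. Median centering, quantile normalization again and the mean of a gene's probes moved no planned count by over 1.5 times and ended or added no call of a named gene. Oxidative phosphorylation in the stomach (11 genes at 2-fold), probes at 2-fold in both organs (14), Apob, Xpo4 and Prdx2 kept their side of the threshold in all 8, 8, 10, 10 and 10 alternatives other than left-out arrays. For the values below that moved, the cause was not tested.

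Brain probes called by limma went from 0 to 3 with all 12 arrays, 2 without the trend, 2 with the floor, 464 with distinct intensities and 82 with the component. Stomach probes called went from 0 to 95, 29, 17, 516 and 256 in the same order, 4 among the probes brighter than the median and 3 by the methods' t-test. The interaction went from 75 to 962 with distinct intensities, 341 with the component and 0 with the replicate number as a block. Brain lists went from 2 to 0 without the trend, 0 with the estimated correlation, 0 with the floor, 5 with distinct intensities and 1 with the component, and stomach lists from 12 to 0 with the estimated correlation. Ghrl passed at a log2 fold change of -3.21 with all 12 arrays (adjusted p = 8.2e-04), without the trend (0.0155) and with the component (6.7e-05), and at -3.40 with distinct intensities (3.3e-04), over a range of 6.7e-05 to 0.95. Penk1, at 1.13, passed with the component (adjusted p = 0.033, range 0.033 to 0.92); without any simulated change that model called 0 brain and up to 196 stomach probes.

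Brain probes at 2-fold went from 110 to 185 by the ratio of the linear means, and to 185 by the mean ratio to the mock mean, which is the same quantity. They went to 19 and 19 by the log2 and linear definitions whichever array was left out. Stomach probes went from 156 to 59 and 61 by these last. Brain oxidative phosphorylation genes at 2-fold went from 1 to 2 by either form of the linear ratio, and brain ribosome genes from 0 to 1. By the mean of numbered ratios, brain ribosome genes went from 0 to 3 and stomach ribosome genes from 0 to 2. The same mean of numbered ratios moved the split of higher and lower probes at 2-fold to 127 and 16 in the brain (62 and 48 before) and to 69 and 68 in the stomach (38 and 118 before).

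With single arrays left out, the ranges were 0 to 221 brain and 0 to 3 stomach probes called (221 without chitosan brain 3, of which 216 were higher; 1 without mock brain 1; 3 without chitosan stomach 3), 8 to 212 for the interaction, 0 to 3 brain and 7 to 14 stomach lists, 100 to 179 brain and 141 to 249 stomach probes at 2-fold, and 11 to 15 in both. Oxidative phosphorylation genes at 2-fold ranged from 0 to 2 in the brain and 9 to 15 in the stomach, and ribosome genes from 0 to 2 in each. The log2 fold change ranged from -3.34 to -3.03 for Ghrl, -1.97 to -0.09 for Apob, 0.25 to 1.90 for Xpo4, 0.92 to 1.28 for Penk1 (adjusted p = 0.038 without chitosan brain 3) and 0.03 to 1.31 for Prdx2.

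Requiring a value on every array changed nothing, as none was missing. Other background corrections were not run, as the scanner files were not used here. Signal over background limits most genes: about 10% of the probes lay above 2 times the lowest intensity. Limma with 6 arrays recovered 9.0% of simulated 2-fold changes in the brain and 13.7% in the stomach.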

Differences from the paper's values

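All alternatives named here were set before the data were examined, unless said otherwise. For Apob in the stomach, the paper's fold change is -5.50 and the value from the mean log2 difference is -2.53. Of 14 alternatives, the paper's value differs in 12 and not in those that leave out mock stomach array 2 or 3 (-3.91 each). Alternatives that change only the model or the test cannot move a mean log2 difference, here or for Psd below, and are not separate evidence. A signed value counts as differing here when its sign differs, when the log2 values lie further apart than the larger of the SD of the arrays and the paper's error, or, for Apob and Ghrl, when one is over 1.5 times the other. The ratio of the linear group means, planned as an alternative for the counts at 2-fold, gives -5.50 for Apob and -9.13 for Ghrl, which are the paper's values; the mean log2 difference gives -9.24 for Ghrl. The paper's ± of 0.25 and 0.03, labelled standard error, equal the standard deviation of that ratio (0.254 and 0.0272).

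For the pathway counts of Tables 1 and 2, the lists used here hold 102 oxidative phosphorylation and 24 ribosome genes, where the paper's tables give 108 and 80. The paper states that its 154 stomach and 143 brain genes entered the classification of these tables. The paper gives 38 oxidative phosphorylation genes in the stomach where 11 were at 2-fold (9 to 15 over the alternatives), and 25 in the brain where 1 was (0 to 2). It gives 20 ribosome genes in the stomach where 0 were at 2-fold (0 to 2) and 22 in the brain where 0 were (0 to 3). Each of these 4 counts differs under all 14 alternatives, and under none does it not. The sizes of the lists do not explain the brain counts. By symbol or description, Table S2 holds Rps3 as its only ribosomal protein gene. Of oxidative phosphorylation it holds Ndufa4, Cox7a1, Atp6v1e1 and NADH-ubiquinone oxidoreductase chain 4. The 22 and 25 genes of Table 2 are therefore not counts within the 143 genes of Table S2, and the paper's text does not say which genes were counted. For Psd in the brain the paper's fold is -110.03, and the value from the mean log2 difference is 1.79, which differs under all 16 alternatives (1.52 to 2.11). A brain probe without a symbol, mMC020359, has -110.03 by the ratio of the linear means; it was found after seeing the data and was not named from this match. For the other largest folds of Table S2 the paper's value equals the ratio of the linear means, while the mean log2 difference gives 7.07 for Trap1 (the paper's 69.06), 4.00 for G6pc3 (23.56), 4.12 for Pkp2 (20.50), -8.86 for Tnfrsf13c (-236.40) and -7.49 for Dst (-158.12). The rule does not count these as differing, because single bright arrays make their SD large.

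The paper's counts of 154 stomach and 143 brain genes at 2-fold stand beside 156 and 110 probes here, or 131 and 85 named genes. By the ratio of the linear means there are 192 and 185 probes, or 155 and 139 named genes. The mean of the ratios of same-numbered arrays gives 137 and 143 probes, but its 127 rises and 16 falls in the brain stand beside the paper's 91 and 52 in Table S2, and it gives -1.44 for Tnfrsf13c and -1.44 for Dst. In Table S2 the ± matches the standard deviation of the ratio of means in all 115 genes that match, and the standard error in 2 of them, while the table's note calls it a standard error.

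For Xpo4, Prdx2, Penk1 and Ghrl the paper also reports qPCR in the direction that it states, which was not analysed here. The paper states that Xpo4 and Prdx2 rose. On the arrays, their log2 fold changes of 1.28 (adjusted p = 0.85) and 0.88 (adjusted p = 0.77) each rest on 1 array, and no setting called either. Penk1, which the paper states rose, had 1.13 (adjusted p = 0.41) and passed without chitosan brain array 3 (adjusted p = 0.038) and with the component covariate, chosen after seeing the values (adjusted p = 0.033; range 0.033 to 0.92). Ghrl, which the paper states fell, had -3.21 and adjusted p = 0.097, and passed with all 12 arrays (8.2e-04), without the trend (0.0155) and with the covariates chosen after seeing the values (6.7e-05 and 3.3e-04). The paper states that ribosome, GnRH, TNF-α, IL-6, insulin and glycolysis pathways were regulated, and these lists had camera adjusted p of 0.63, 0.26, 0.43, 0.76, 0.91 and 0.49 in the stomach. In the brain the ribosome, GnRH, TNF-α and insulin lists had 0.96, 0.91, 0.91 and 0.62. Camera tests a shift in 1 direction, while the paper tested the number of regulated genes. By the one-sided Fisher's exact test on genes at 2-fold, GnRH had adjusted p = 0.083 in the brain (3 genes where 0.36 are expected) and 0.33 in the stomach. Insulin had 0.48 in the brain. The other lists named for each organ had no gene at 2-fold. Oxidative phosphorylation, which the paper states was regulated in both organs, passed by camera in the stomach (1.7e-05, and 0.18 with an estimated correlation) and not in the brain (0.62). With distinct intensities as a covariate, chosen after seeing the values, it passed in the brain (0.042) and no longer in the stomach (0.17).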

Other observations

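The test of second probes was chosen only after the results were seen, while the bounds for the share of bright spots on chitosan arrays were written before that share was computed.

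In the brain, some genes of neurons lay higher or lower with chitosan without passing. Crym had a log2 fold change of 1.38 (SE 0.21, adjusted p = 0.33), Trh 0.71 (SE 0.09, adjusted p = 0.24), the retinoid receptor gene Rxrg of striatal neurons 0.78 (SE 0.13, adjusted p = 0.41) and Nnat 1.68 (SE 0.33, adjusted p = 0.54). Nrgn, a calmodulin-binding protein of cortical synapses, had -1.09 (SE 0.36, adjusted p = 0.76), so the hippocampus and cortex markers at 2-fold, Crym, Cpne6 and Nrgn, went both ways (3 of 25 genes where 0.12 are expected, one-sided Fisher's exact test, adjusted p = 0.011). Without 1 array, Cpne6 came down to a ratio of linear means of 1.74 and Nrgn to 1.82, and only Crym stayed at 2-fold. Hypothalamus and pituitary had adjusted p = 0.62 in the brain by camera, and hippocampus and cortex 0.72.

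In the stomach, squamous epithelium of the forestomach had Krt13 at 0.48 (SE 0.06, adjusted p = 0.099), the barrier protein gene Rptn at 0.88 (SE 0.18, adjusted p = 0.41) and Krt10 at -0.89 (SE 0.26, adjusted p = 0.77), with a second probe of Krt10 at 1.14 (SE 0.48); the list had 23 of 39 genes higher and did not pass (adjusted p = 0.68). The neutrophil protein gene S100a8 had -0.93 and Pglyrp1 -0.88, with adjusted p of 4.0e-04 and 6.6e-04 with all 12 arrays, while granulocyte and mast cell markers had adjusted p = 0.072 as a list. Pancreatic acinar markers had adjusted p = 0.051 and olfactory receptors 0.087 in the stomach. The remaining lists that concern blood, vessel, nerve and stress genes did not pass: in the stomach lymphocytes had adjusted p = 0.72, macrophages and microglia 0.92, erythroid cells 0.85, endothelial cells and pericytes 0.907, neurons 0.907, astrocytes 0.907, oligodendrocytes 0.12, choroid plexus and ependyma 0.11, heat shock 0.86, immediate early genes 0.76 and glucocorticoid response 0.26. In the brain the same lists had 0.97, 0.97, 0.88, 0.88, 0.95, 0.62, 0.95, 0.16, 0.88, 0.88 and 0.91.

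Many 2-fold values rest on 1 array. By the ratio of linear means, 151 of 185 brain (81.6%) and 95 of 192 stomach probes (49.5%) had 1 array at least 2 times as bright as the next, 246 in all, of which 66 lay on chitosan brain array 3, 59 on mock stomach array 1 and 50 on mock brain array 1. A rise in single chitosan mice is not decided by these spots, since 113 of them lay on chitosan arrays (45.9%), and 175 lay on these 3 arrays, so that the share is set by a few arrays and has no usable interval. Spots that do not come from the gene's RNA are a candidate explanation: of 81 second probes of the same genes 11 lay above background, and 0 of these (0%, upper limit 28.5%) rose 2-fold on the array of the spot. This was tested on the data in which the spots were seen.

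For the counts within 1 organ, 3 arrays against 3 make 10 splits, too few for a share under 0.05. Brain probes called were 0, as in all 10 splits (highest other 0), and brain lists 2, reached in 3 of 10 (highest other 3). Stomach probes called were 0, reached in 10 of 10, where the highest other had 94 and set mock stomach 1, mock stomach 3 and chitosan stomach 3 against the rest, which points to a structure of the samples. Stomach lists were 12, reached by 1 of 10 splits, with 7 in the highest other.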
